# A non-canonical role of *ELN* protects from cellular senescence by limiting iron-dependent regulation of gene expression

**DOI:** 10.1016/j.redox.2024.103204

**Published:** 2024-05-22

**Authors:** Joanna Czarnecka-Herok, Kexin Zhu, Jean-Michel Flaman, Delphine Goehrig, Mathieu Vernier, Gabriela Makulyte, Aline Lamboux, Helena Dragic, Muriel Rhinn, Jean-Jacques Médard, Gilles Faury, Philippe Bertolino, Vincent Balter, Romain Debret, Serge Adnot, Nadine Martin, David Bernard

**Keywords:** Cellular senescence, ELN, HMOX1, ROS, Iron, PHF8

## Abstract

The *ELN* gene encodes tropoelastin which is used to generate elastic fibers that insure proper tissue elasticity. Decreased amounts of elastic fibers and/or accumulation of bioactive products of their cleavage, named elastokines, are thought to contribute to aging. Cellular senescence, characterized by a stable proliferation arrest and by the senescence-associated secretory phenotype (SASP), increases with aging, fostering the onset and progression of age-related diseases and overall aging, and has so far never been linked with elastin. Here, we identified that decrease in *ELN* either by siRNA in normal human fibroblasts or by knockout in mouse embryonic fibroblasts results in premature senescence. Surprisingly this effect is independent of elastic fiber degradation or elastokines production, but it relies on the rapid increase in HMOX1 after *ELN* downregulation. Moreover, the induction of HMOX1 depends on p53 and NRF2 transcription factors, and leads to an increase in iron, further mediating *ELN* downregulation-induced senescence. Screening of iron-dependent DNA and histones demethylases revealed a role for histone PHF8 demethylase in mediating *ELN* downregulation-induced senescence. Collectively, these results unveil a role for *ELN* in protecting cells from cellular senescence through a non-canonical mechanism involving a ROS/HMOX1/iron accumulation/PHF8 histone demethylase pathway reprogramming in gene expression towards a senescence program.

## 1 Introduction

Elastin is a major extracellular matrix polymer and is widely recognized for its unique elastic properties. Together with fibrillin-rich microfibrills, elastin forms a backbone of elastic fibers and in this form provides stretch and recoil for many organs including the skin, blood vessels and lungs. Elastin is encoded by the *ELN* gene and is synthetized as a soluble monomer called tropoelastin, which after secretion undergoes post-translational modifications in an elaborate process of elastic fiber maturation [1,2]**.** *ELN* expression primarily occurs during early development and tropoelastin production decreases after reaching organism maturity. During the aging process, deterioration and decrease in elastic fibers are observed, which can contribute to age-related diseases by perturbing elasticity of multiple tissues. For instance, its decrease during aging impacts several tissues resulting in increased risks of developing cardiovascular diseases, chronic obstructive pulmonary disease and osteoarthritis. Thus decreased levels of elastic fibers, including through decreased *ELN* expression, can significantly impact tissue health and function during aging [[3], [4], [5], [6]]. Aside from its effect on tissue elasticity, breakdown of elastic fibers during aging releases small bioactive peptides called elastokines (EDP – elastin-derived peptides), which were reported to stimulate angiogenesis, regulate cell adhesion, migration, proliferation, proteolytic activity and apoptosis and to promote some age-related diseases (reviewed in [7]).

It is well established that senescent cells contribute to overall aging of organisms and age-related pathologies [[8], [9], [10]]. Cellular senescence is a state of stable proliferation arrest that is caused by various stimuli, including telomere shortening and oxidative or oncogenic stresses. Senescent cells are characterized by stable cell cycle arrest, increased levels of SA-β-galactosidase activity, production of high levels of reactive oxygen species (ROS), decreased DNA repair, gene expression changes, epigenetic modifications and abundant secretion of numerous factors globally referred to as the senescence-associated secretory phenotype (SASP) [11]. Mechanisms controlling cellular senescence are still being elucidated, however the main master regulators known to date regulate either cell cycle progression or SASP, namely cyclin-dependent kinase inhibitors such as p21/CDKN1A, p16/CDKN2A, Retinoblastoma (RB) and p53 proteins or mTOR, NFκB and C/EBPβ [11]. Whether *ELN* can regulate cellular senescence is currently unknown.

Here we discovered an unexpected function for *ELN* in regulating cellular senescence and uncovered an original mechanism of action relying on heme signaling and regulation of an iron-dependent gene expression, likely independent of *ELN* known canonical functions.

## 2 Results

### 2.1 ELN downregulation triggers cellular senescence

We initially interrogated different datasets to determine whether *ELN* was differentially expressed during cellular senescence. Strikingly, *ELN* mRNA levels were lower during cellular senescence in different types of cells and following different pro-senescence stresses including telomere shortening or oncogenic insult (Table 1).

**Table 1:** **Transcriptomic datasets showing downregulation of ELN levels in different models of senescence.** Senescence was induced by hydrogen peroxide (H2O2), RAS oncogene or telomere shortening (replicative senescence, RS) in the indicated cells.

	Astrocytes H2O2 (GSE58910)	IMR90 RAS (GSE60652)	MRC5 RS (GSE15919)	MEF RAS (GSE210060)
Fold down-regulation of ELN in senescence	6.7	3.12	2.25	25

To investigate the impact of *ELN* on cell proliferation, we studied the effects of its downregulation in MRC5 human lung fibroblasts. We first confirmed *ELN* downregulation after siRNA transfection using a pool of 4 siRNA (Fig. 1A) or two individual siRNA (Suppl. Fig. 1A). In parallel, we studied mouse embryonic fibroblasts (MEFs) either wild type or harboring an *Eln* knock-out (KO) (Fig. 1B). Strikingly, *ELN* loss strongly reduced the proliferative capacity of MRC5 cells (Fig. 1C, Suppl. Fig. 1B) and of MEFs (Fig. 1D–E). This decrease in cell population during *ELN* knockdown in MRC5 or *Eln* knockout in MEFs was accompanied by other marks of cellular senescence: (i) an increased proportion of SA-β-galactosidase-positive cells (Fig. 1F and Suppl. 1C, D), (ii) an increased mRNA level of the cyclin-dependent kinase inhibitor *CDKN1A* (Fig. 1G–H and Suppl. Fig. 1E), and (iii) an increased level of SASP factors as evidenced by increased mRNA levels of *GDF15*, *MMP3*, *BMP2* and *ANGPTL4* (Suppl. Fig. 1F).

**Fig. 1:**
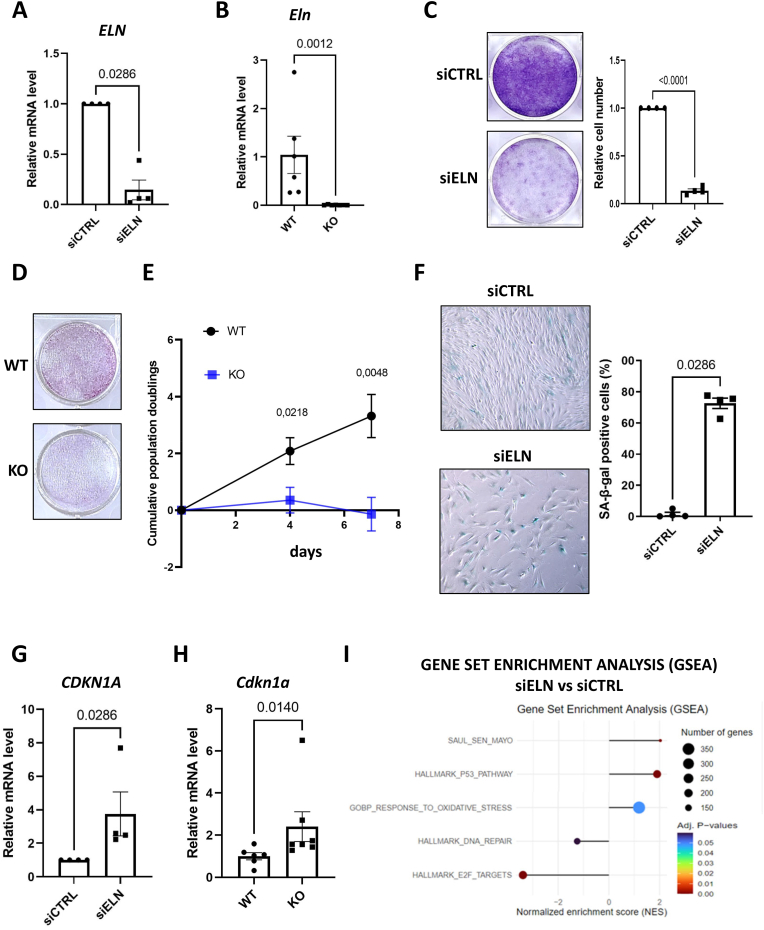
*ELN* downregulation triggers premature senescence. **A.** RT-qPCR of *ELN* gene at day 4 after transfection of MRC5 human fibroblasts with a non-targeting siRNA pool (siCTRL) or a siRNA pool targeting ELN (siELN). Mean ± SEM of n = 4 independent experiments. Two-tailed Mann-Whitney *U* Test. **B**. RT-qPCR of *Eln* gene in wild type (WT) and *Eln* knock-out (KO) mouse embryonic fibroblasts 4 days after plating. Mean ± SEM of n = 6–10 independent embryos. Two-tailed Mann-Whitney *U* Test. **C**. Crystal violet staining (left panel) and quantification of cell number (right panel) at day 7 after transfection of MRC5 human fibroblasts with siCTRL or siELN. Left panel: representative experiment (n = 4). Right panel: mean ± SEM of n = 4 independent experiments, unpaired two-tailed Welch's *t*-test. **D**. Crystal violet staining of WT and *Eln* KO mouse embryonic fibroblasts 7 days after plating. Representative experiment (n = 5). **E**. Growth curves of WT and *Eln* KO mouse embryonic fibroblasts. Mean ± SEM of n = 6–7 independent embryos. Unpaired two-tailed Welch's *t*-test. **F**. Representative micrographs (left panel) and quantification (right panel) of SA-β-galactosidase (SA-β-gal) positive cells in MRC5 human fibroblasts at day 4 after transfection with siCTRL or siELN. Mean ± SEM of n = 4 independent experiments. Two-tailed Mann-Whitney *U* Test. **G**. RT-qPCR of *CDKN1A* gene at day 4 after transfection of siCTRL or siELN in MRC5 human fibroblasts. Mean ± SEM of n = 4 independent experiments. Two-tailed Mann-Whitney *U* Test. **H**. RT-qPCR of *Cdkn1a* gene in WT and *Eln* KO mouse embryonic fibroblasts at day 4 after plating. Mean ± SEM of n = 6–7 independent embryos. Two-tailed Mann-Whitney *U* Test. **I**. Enrichment of senescence-associated gene sets in transcriptomes of MRC5 4 days after transfection with siELN *versus* siCTRL (n = 3), according to gene set enrichment analysis (GSEA).

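MRC5 cells are normal human embryonic lung fibroblasts. Their RNA was measured on 9 Agilent single-color whole-genome arrays, in 3 groups of 3 biological replicates. One group was transfected with a control siRNA pool (siCTRL), and the others are labelled as transfected with an siRNA pool against ELN and collected 1 day or 4 days later. All siCTRL arrays are labelled as day 4. Each of 3 slides carried 1 array of each group, with the replicate number giving the slide, and a group always took the same position, so that position and group cannot be told apart. Per array, 21299 to 23926 probes (median 23119) were well above background on the siCTRL arrays and 21226 to 24008 (median 23283) on the siELN day 4 arrays. The 75th percentile of the signal was 709 to 822 on the siCTRL arrays and 631 to 814 on the siELN day 4 arrays. The authors extracted the signals with Agilent's Feature Extraction software, scaled each array to its 75th percentile and set the values relative to the controls. Here the log2 of the processed signal minus the array's 75th percentile was used, and levels are given on that scale. Each gene was represented by its brightest probe. The 14570 named genes with a probe well above background on all 3 arrays of at least 1 group were tested with limma on the 9 arrays together, with Benjamini-Hochberg adjustment. The number of arrays limits the precision. In simulated data with the spread of these arrays, 76.1% of genes changed by 1 on the log2 scale at day 4 were called, and 22.4% of genes changed by 0.5. The simulation gave 137 calls, against 2957 in the arrays. The share recovered under Benjamini-Hochberg adjustment depends on how many genes change, so these shares do not carry over to the arrays.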

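ELN, the gene against which the siRNA pool was directed, was not lower in the arrays labelled siELN day 4 than in the siCTRL arrays. Its level, read by a probe for the transcript NM_000501, was -3.16 ± 0.079 (SD, n = 3) in the siCTRL arrays and -2.84 ± 0.16 (SD, n = 3) in the arrays labelled siELN day 4. This is a log2 fold change of 0.32 (SE 0.12, adjusted p = 0.0979 from limma), with differences of 0.40, 0.48 and 0.072 within slides 1, 2 and 3. A second, dimmer ELN probe for the transcript NM_001278939 gave a log2 fold change of -0.065. Its 95% interval from -0.88 to 0.75 is wide and leaves room for a fall. Both probes were well above background on every one of these arrays. The paper's RT-qPCR shows lower ELN in siELN cells at day 4 (Fig. 1A). The control genes GAPDH and HPRT1 had log2 fold changes of 0.11 (adjusted p = 0.665) and -0.43 (adjusted p = 0.0605, and 0.00463 with the slide as a block). At an adjusted p under 0.05 from limma, 1571 genes were higher and 1386 lower in the arrays labelled siELN day 4 than in the siCTRL arrays. The balance between the directions turned with the scaling, with 1222 higher and 1576 lower when each array was scaled to its median, and 1428 and 1621 with quantile normalization. Of the genes called with 75th percentile scaling, 99.8% changed in the same direction on all 3 slides. With the slide as a block, 2959 genes were higher and 2444 lower. At the thresholds of the study's methods, an unadjusted p under 0.01 and a fold change of at least 1.5, 802 genes were higher and 868 lower. Without siELN day 4 replicate 2, the counts at an adjusted p under 0.05 were 622 and 679. They were 1011 and 922 without siCTRL replicate 1, and 979 genes were higher without siCTRL replicate 2. Without a filter on dim probes, 864 genes were higher and 869 lower. With another background correction (normexp) the counts were 0 and 0. They were 1392 and 1331 once outlying local backgrounds were replaced, a setting chosen after seeing the data.

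**Figure D1:**
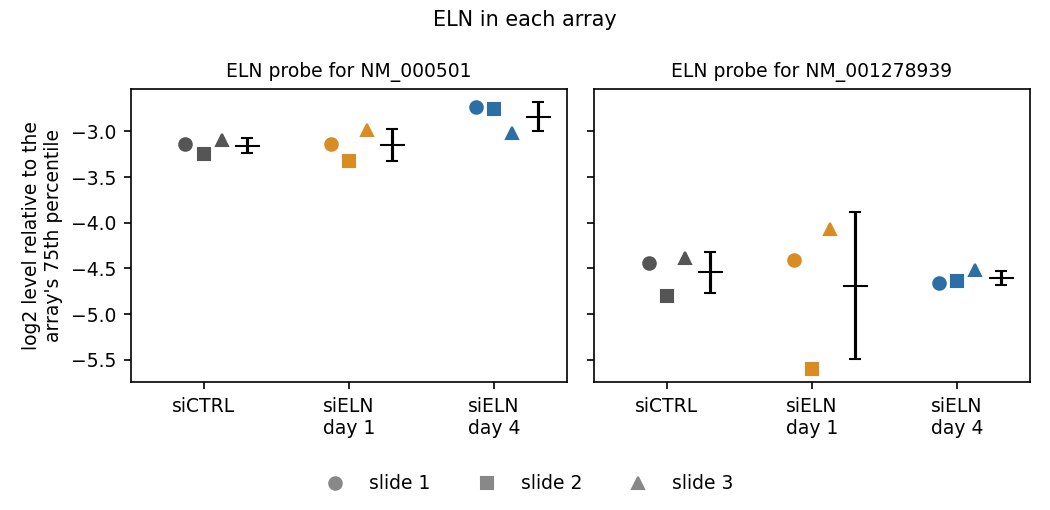
Log2 level of ELN relative to the array's 75th percentile, read by each of its probes, with 1 point per array (shape: slide) and the mean and SD of 3 arrays per group. For the brighter probe the siELN day 4 arrays have a mean of -2.84 and the siCTRL arrays a mean of -3.16.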

Whole-genome transcriptome analysis performed 4 days after siRNA transfection identified about 2000 differentially expressed genes (DEGs) upon *ELN* downregulation (Suppl. Fig. 1G) and Geneset Enrichment Analysis (GSEA) revealed a positive enrichment of several gene sets associated with cellular senescence. 

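Most genes of the cell division cycle lists were lower in the arrays labelled siELN day 4 than in the siCTRL arrays, and more genes of secreted factors were higher than lower. The gene lists used here were written from general knowledge of these pathways and are not the MSigDB sets of the study. E2F transcription factors drive genes of DNA replication and mitosis. Of 100 E2F target genes tested, 0 were higher, 91 were lower and 9 did not pass (0 higher and 94 lower when adjusted over the list alone), with a median log2 fold change of -0.90 and medians of -0.95, -0.99 and -0.69 on slides 1, 2 and 3. The list test, limma's camera with a preset correlation of 0.01, gave an adjusted p of 2.68e-42, and adjusted p = 0.121 with a correlation between members estimated from the data. LMNB1, which encodes lamin B1 of the nuclear lamina, had a log2 fold change of -1.59 (SE 0.30, adjusted p = 0.00577 from limma), and the cyclin gene CCNA2 one of -1.46 (adjusted p = 0.00114 from limma). Of 43 S phase genes, 41 were lower and none was higher, and of 54 G2/M genes, 46 were lower and none was higher, with HMMR at a log2 fold change of -1.39. Of 109 DNA repair genes, 1 was higher, 47 were lower and 61 did not pass (1 higher and 52 lower when adjusted over the list alone), with a median of -0.32 (adjusted p = 9.34e-13, and adjusted p = 0.121 with an estimated correlation) and FANCD2 at -1.24. Without the members that the E2F target list also holds, the median of the DNA repair genes was -0.24 and the list still passed. CDKN1A, which encodes the cell cycle inhibitor p21, had a log2 fold change of 1.38 (SE 0.31, adjusted p = 0.0123 from limma), with 1.69, 1.14 and 1.32 within the slides. Without siELN day 4 replicate 2 it was 1.28 (adjusted p = 0.0575). GDF15 had a log2 fold change of 1.75 (adjusted p = 0.00167). RB1 had a log2 fold change of -0.22 (adjusted p = 0.354, and 0.0446 with the slide as a block) and CDKN2A, which encodes p16, one of 0.13 (adjusted p = 0.491). The senescence-associated secretory phenotype (SASP) comprises factors that senescent cells release. Of 95 SASP genes, 24 were higher, 9 were lower and 62 did not pass (28 higher and 10 lower when adjusted over the list alone), with a median of 0.20 (adjusted p = 0.0135, and adjusted p = 0.196 with an estimated correlation) and medians of 0.16, 0.28 and 0.16 within the slides. ANGPTL4 (2.33), CCL26 (2.32) and BMP2 (1.41) had higher levels. WNT2 (-2.04) and CXCL1 (-1.93) had lower levels, each well above background on 2 of 3 siELN day 4 arrays, and another CXCL1 probe gave -0.32. MMP3 had a fold change of 2.14 (adjusted p = 0.0906, and 0.0202 with the slide as a block). Of 78 oxidative stress response genes, 16 were higher, 4 were lower and 58 did not pass (16 higher and 4 lower when adjusted over the list alone), with a median of 0.10 (adjusted p = 0.0509). The list passed with other settings, among them quantile normalization (median 0.085, adjusted p = 0.0440) and pre-ranked GSEA, the kind of test that the study used. It did not pass with an estimated correlation (adjusted p = 0.121). GPX3 had a log2 fold change of 1.37. PTGS2 was well above background on no siCTRL array. With low siCTRL values raised to each array's lowest signal well above background, it was 3.05-fold higher, a value without an error. 

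**Figure D2:**
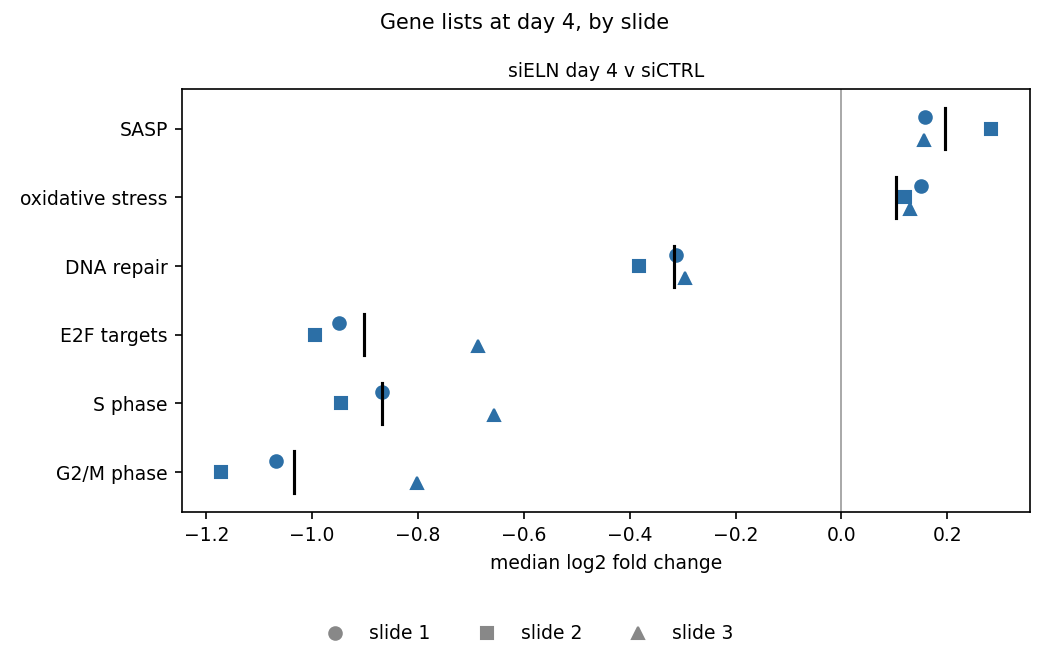
Median log2 fold change, siELN day 4 against siCTRL, of the members of each gene list within each slide (points, shape: slide) and over all arrays (bar). The E2F target genes lie at -0.95, -0.99 and -0.69 within slides 1, 2 and 3, all below 0, and the SASP genes at 0.16, 0.28 and 0.16, all above 0.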

Senescence-associated signatures, for instance, SASP (SAUL_SEN_MAYO), p53 pathway or response to oxidative stress, were significantly higher in ELN-depleted cells, whereas signatures related to DNA repair and E2F targets were lower, consistent with a senescent phenotype (Fig. 1I).

Of note, in MRC5 cells, no elastin fibers could be detected by immunofluorescence on a confluent culture, although elastin fibers were visible on a confluent culture of normal human dermal fibroblasts (NHDF) stained in parallel (Suppl. Fig. 1H), ruling out an elastin fiber-dependent effect of *ELN* knockdown in MRC5 cells.

Together, these results support that *ELN* downregulation induces premature senescence independently of its role in elastin fibers.

### 2.2 Heme oxygenase 1 participates in ELN downregulation-induced senescence

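The earlier time point is 1 day after siRNA transfection. Its 3 arrays labelled siELN day 1 were compared with the siCTRL arrays of day 4, since no siCTRL array is labelled as day 1, so that the comparison also spans the difference between 1 and 4 days after transfection. Both siELN groups share their control arrays. On the siELN day 1 arrays 21091 to 23580 probes (median 23018) were well above background, and the 75th percentile of the signal was 616 to 785. The processing and the tests were those of the day 4 arrays. In simulated data for the day 1 comparison, 79.1% of genes changed by 1 on the log2 scale were called, and 25.4% of genes changed by 0.5. That simulation gave 148 calls, against 4932 in the arrays, so its shares do not carry over to them either. ELN was at a level of -3.15 ± 0.17 (SD, n = 3) in the arrays labelled siELN day 1, a log2 fold change of 0.0049 (adjusted p = 0.982 from limma) with a 95% interval from -0.27 to 0.28. Within slides 1, 2 and 3 the differences were -0.0063, -0.086 and 0.11. The second ELN probe, well above background on 2 of 3 of these arrays, gave a log2 fold change of -0.15, with a wide 95% interval from -0.97 to 0.67. GAPDH had a log2 fold change of -0.023 (adjusted p = 0.935), which is 0.077 when arrays are scaled to their median, and HPRT1 one of -0.30 (adjusted p = 0.132, and 0.0119 with the slide as a block).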

To elucidate the mechanisms underlying induction of senescence by decreasing *ELN*, we performed transcriptome analysis at an earlier time point than the one used for characterizing the senescent phenotype. Interestingly, transcriptome analysis performed 24 h after *ELN* knockdown revealed 721 DEGs (Fig. 2A). 

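One day after transfection, the 10 largest log2 increases and 10 largest decreases were ranked without genes of LOC, orf or accession-type symbols and probes without a name. Most of these genes were not well above background on every array of the dimmer group, so that their order is not settled. At an adjusted p under 0.05 from limma, 2410 genes were higher and 2522 lower in the arrays labelled siELN day 1 than in the siCTRL arrays, 99.4% of them in the same direction on all 3 slides. At the thresholds of the study's methods the counts were 1239 higher and 1548 lower. At an adjusted p under 0.05 and a fold change of at least 2, they were 448 and 650. The balance between the directions depended on the scaling, with 3176 genes higher and 1945 lower when each array was scaled to its median. MMP10, which encodes the metalloprotease stromelysin-2, had a log2 fold change of 5.85 (SE 0.49, adjusted p = 2.93e-05 from limma), but it was well above background on 1 of 3 siCTRL arrays, as were LINC00520 (log2 fold change 4.64) and the chemokine gene CXCL8 (log2 fold change 4.48). NMRAL2P had a log2 fold change of 4.94, with a second probe at 2.69, and was well above background on 2 of 3 siCTRL arrays. KCNJ15, DCSTAMP and PTPRR were well above background on no siCTRL array. With low siCTRL values raised to each array's lowest signal well above background, they were 8.07-fold, 6.17-fold and 11.7-fold higher. These values have no error and are not strict lower bounds. The metalloprotease gene MMP3 had a log2 fold change of 3.87 (SE 0.42, adjusted p = 1.05e-04 from limma) and ANGPTL4 one of 3.74 (SE 0.22, adjusted p = 4.92e-06 from limma). Among the largest decreases, IGDCC3 had a log2 fold change of -3.56, COPG2IT1 one of -3.51 and NEFH, which encodes the heavy neurofilament chain, one of -3.34. PLCE1-AS1 (-3.83) and TSLP (-3.28) were well above background on 1 of 3 siELN day 1 arrays and B3GALT2 (-3.25) on 2 of 3. DNAH7, LIF-AS2, LAD1 and EPHA3 were well above background on no siELN day 1 array. With low values raised in the same way, they were 5.50-fold, 6.89-fold, 2.14-fold and 2.76-fold lower. Another EPHA3 probe gave a log2 fold change of 0.045. Of the genes the study measures by RT-qPCR in these cells, GDF15 (1.32, adjusted p = 0.00212) and BMP2 (0.93, adjusted p = 0.00810) were higher. CDKN1A had a log2 fold change of -0.67 (adjusted p = 0.123), which passed without siCTRL replicate 1 (-0.97, adjusted p = 0.0320) or without siELN day 1 replicate 3 (-0.99, adjusted p = 0.0267). CDKN2A (-0.060, adjusted p = 0.759) did not pass, and RB1 (0.34, adjusted p = 0.120) passed with the slide as a block (adjusted p = 0.00569).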

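Heme signaling comprises genes that respond to heme, among them HMOX1 and a group of circadian and nuclear receptor genes. More of these genes were higher than lower in the arrays labelled siELN day 1 than in the siCTRL arrays. Of 42 heme signaling genes tested, 11 were higher, 4 were lower and 27 did not pass (11 higher and 4 lower when adjusted over the list alone). The list holds 12 of the 13 genes that the study shows from its own enrichment (Suppl. Fig. 2A), which were chosen on these samples. Neither the counts nor the list test are therefore independent evidence. The median log2 fold change was 0.14, with 0.14, 0.20 and 0.13 on slides 1, 2 and 3 and an adjusted p of 0.0427 from limma's camera, or adjusted p = 0.383 with an estimated correlation. Without HMOX1 the median was 0.13 and the list no longer passed (adjusted p = 0.0837). It did not pass without siCTRL replicate 3 (0.16, adjusted p = 0.0508) or without siELN day 1 replicate 2 (0.12, adjusted p = 0.0896) either. NR1D1, which encodes the heme-binding receptor REV-ERB alpha, had a log2 fold change of 1.14 (SE 0.23, adjusted p = 0.00407 from limma) and the transcription factor gene MEF2C was 2.15-fold higher (adjusted p = 1.07e-04 from limma). BMAL1 (0.73), ATF2 (0.65) and USP46 (0.56) were also higher at an adjusted p under 0.05. RORA (0.86, adjusted p = 0.0266), SIRT1 (0.78, adjusted p = 0.0450) and PPARA (0.51, adjusted p = 0.0410) were higher but did not pass when any of several arrays was left out, with log2 fold changes from 0.62 to 1.01, 0.52 to 1.01 and 0.43 to 0.67 without 1 array, and a second PPARA probe gave -0.14. HBA2 (0.40, adjusted p = 0.0987) passed with the slide as a block (adjusted p = 0.0287). NCOR1 (-0.0034), NCOA2 (-0.25), TBL1XR1 (-0.17) and PPARGC1A (-0.081) did not pass, although the mean of the NCOA2 probes (-0.64, adjusted p = 0.00586) did, and NCOR1 and PPARGC1A changed sign with the scaling. TBL1X had a log2 fold change of -0.93.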

GSEA analysis revealed a positive enrichment of heme signaling genes (Fig. 2B, Suppl. Fig. 2A). Alterations in heme synthesis and degradation have been linked with aging, especially heme degradation, which has been shown to increase with age and after exposure to stress [12,13]. Heme oxygenase 1, HMOX1, was identified as the most upregulated gene at this early time point (Fig. 2A). 

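HMOX1 was among the genes with the largest rise 1 day after transfection. Its level was 2.47 ± 0.36 (SD, n = 3) in the siCTRL arrays and 7.36 ± 0.20 (SD, n = 3) in the arrays labelled siELN day 1, a log2 fold change of 4.89 (SE 0.23, adjusted p = 2.34e-06 from limma), or 29.6-fold. Within slides 1, 2 and 3 the differences were 4.64, 5.15 and 4.87, each far larger than the spread between replicates. MMP10, NMRAL2P and KCNJ15 had larger log2 fold changes at this time point, but each was not well above background on at least 1 siCTRL array, so that the order of these 4 genes is not settled. HMOX1 alone of them was well above background on every siCTRL array. At day 4 HMOX1 was still higher than in the siCTRL arrays, with a log2 fold change of 0.91 (SE 0.23, adjusted p = 0.0207 from limma) and differences of 0.96, 0.83 and 0.93 within the slides. This was a fold change of 1.88. The day 4 call was lost without siCTRL replicate 2 (0.80, adjusted p = 0.0736) or without siCTRL replicate 3 (0.81, adjusted p = 0.0605). It was also lost without the filter on dim probes and with another background correction (normexp). MMP3 and ANGPTL4, both members of the SASP, also had their highest levels at day 1, with 2.38 ± 0.96 and 4.08 ± 0.24 (SD, n = 3 each) against -1.48 ± 0.43 and 0.34 ± 0.36 in the siCTRL arrays.

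**Figure D3:**
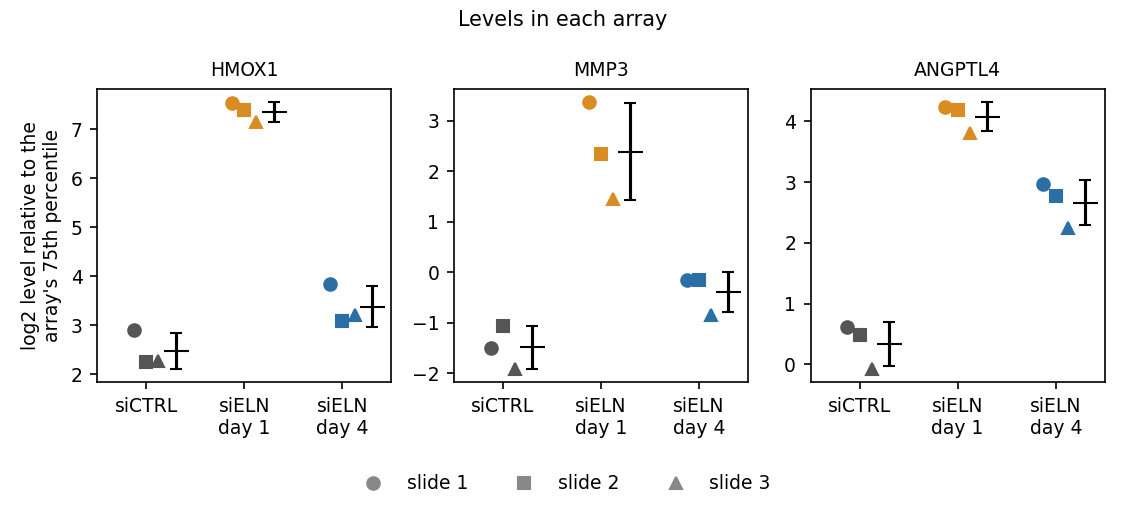
Log2 levels of HMOX1, MMP3 and ANGPTL4 relative to the array's 75th percentile, with 1 point per array (shape: slide) and the mean and SD of 3 arrays per group. All 3 genes have their highest mean in the siELN day 1 arrays, 7.36, 2.38 and 4.08.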

HMOX1 is an inducible enzyme degrading heme and was reported to be induced during cellular senescence in several contexts, with complex and sometimes opposite effects as it is has been described to have mostly anti-senescence or pro-senescence effects pending of the contexts [[14], [15], [16], [17]]. In addition, increased levels of HMOX1 are known to induce mitochondrial oxidative stress [18]. *ELN* downregulation led to a strong increase in HMOX1 both at mRNA, confirming transcriptomic data, and protein levels (Fig. 2C and D). We thus sought to determine whether lowering HMOX1 would impact senescence induced by *ELN* downregulation. To test this, MRC5 cells were transfected with siRNA to knock down *ELN* and *HMOX1* (Suppl. Fig. 2B). Decreasing *HMOX1* levels impaired the induction of senescence by *ELN* downregulation, as evidenced by rescue of MRC5 proliferation (Fig. 2E), the decrease in the cyclin-dependent kinase inhibitor *CDKN1A* mRNA level (Fig. 2F) and the decrease in the proportion of SA-β-galactosidase-positive cells (Fig. 2G). Nevertheless, decrease of HMOX1 alone slightly increased *CDKN1A* mRNA levels and SA-β-galactosidase-positive cells (Fig. 2F–G). Hence, the rapid induction of HMOX1 during loss of ELN fosters premature senescence.

**Fig. 2:**
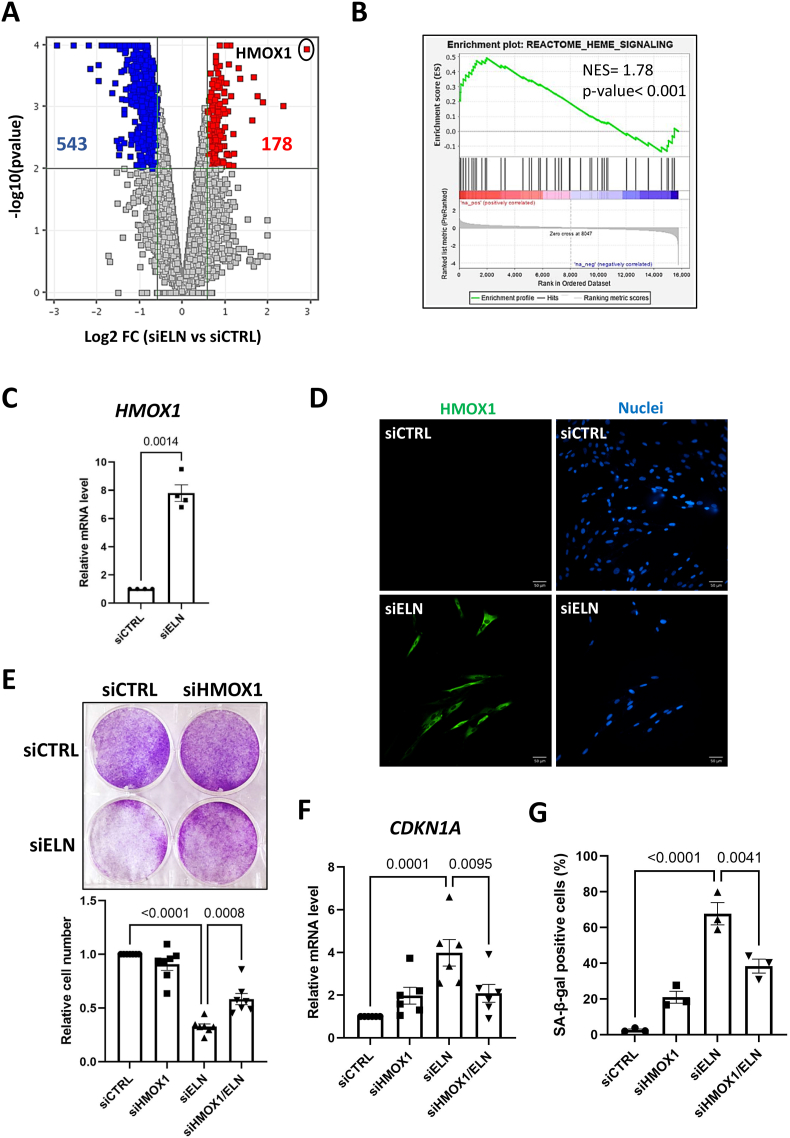
HMOX1 mediates senescence induced by *ELN* downregulation. **A**. Volcano plot showing differentially expressed genes in siELN *versus* siCTRL MRC5 cells 1 day after siRNA transfection, according to transcriptomic analysis (n = 3). **B**. Enrichment of heme signaling gene set in MRC5 cells 1 day after transfection with siELN *versus* siCTRL, according to transcriptomic analysis (n = 3) followed by gene set enrichment analysis (GSEA). **C**. RT-qPCR of *HMOX1* gene one day after transfection of MRC5 cells with siCTRL or siELN. Mean ± SEM of n = 4 independent experiments. Unpaired two-tailed Welch's *t*-test. **D**. Immunofluorescence micrographs of MRC5 cells 3 days after transfection with siCTRL or siELN, showing staining of HMOX1 protein (green) and of nuclei with Hoechst 33,342 (blue) (representative pictures of n = 3 independent experiments). **E**. Crystal violet staining (top panel) and quantification of cell number (lower panel) 7 days after transfection of MRC5 cells with siCTRL, siELN and/or siHMOX1 as indicated. Top panel: representative experiment (n = 4). Lower panel: mean ± SEM of n = 7 independent experiments, one-way ANOVA, Tukey's multiple comparisons test. **F**. RT-qPCR of *CDKN1A* gene at day 4 after transfection of MRC5 cells with siCTRL, siELN and/or siHMOX1 as indicated. Mean ± SEM of n = 6 independent experiments. One-way ANOVA. Tukey's multiple comparisons test. **G**. Quantification of SA-β-galactosidase (SA-β-gal) positive cells 4 days after transfection of MRC5 cells with siCTRL, siELN and/or siHMOX1 as indicated. Mean ± SEM of n = 3 independent experiments. One-way ANOVA. Tukey's multiple comparisons test.

### 2.3 Heme oxygenase 1 is upregulated through TP53, NRF2 and ROS

This sharp and rapid induction of HMOX1 after *ELN* knockdown once again supports an elastic fiber-independent effect and reveals an unsuspected function for ELN. In line with the fact that TP53 and NRF2 transcription factors are known activators of *HMOX1* transcription [[19], [20], [21]], TP53 and NRF2 pathway activation were observed the day after transfection with siRNA against *ELN* (Fig. 3A–B). 

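More NRF2 target genes were higher than lower in the arrays labelled siELN day 1 than in the siCTRL arrays. Of 42 NRF2 target genes tested, 25 were higher, 2 were lower and 15 did not pass (25 higher and 2 lower when adjusted over the list alone). Their median log2 fold change was 0.55 (adjusted p = 5.43e-08 from limma's camera, and adjusted p = 0.306 with a correlation between members estimated from the data), with 0.34, 0.64 and 0.53 on slides 1, 2 and 3. The aldo-keto reductase genes AKR1B10, AKR1C1 and AKR1C3, which detoxify carbonyls, had log2 fold changes of 3.73 (adjusted p = 3.00e-04 from limma), 3.16 and 3.05. Of 18 genes of the antioxidant response element (ARE) pathway, 7 were higher, 1 was lower and 10 did not pass (8 higher and 1 lower when adjusted over the list alone), with a median of 0.26 (adjusted p = 0.0152, and adjusted p = 0.306 with an estimated correlation) and medians of 0.26, 0.25 and 0.34 within the slides. FOS (2.36), MAFG (1.16) and NQO1 (1.03) were higher. NFE2L2, which encodes NRF2, was not tested, since its probe was well above background on 1 of 3 arrays in each of the groups compared. The paper starts from NRF2 as a known activator of HMOX1 transcription and, with the experiments that follow, names NRF2 and ROS among the causes of the rise in HMOX1.

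**Figure D4:**
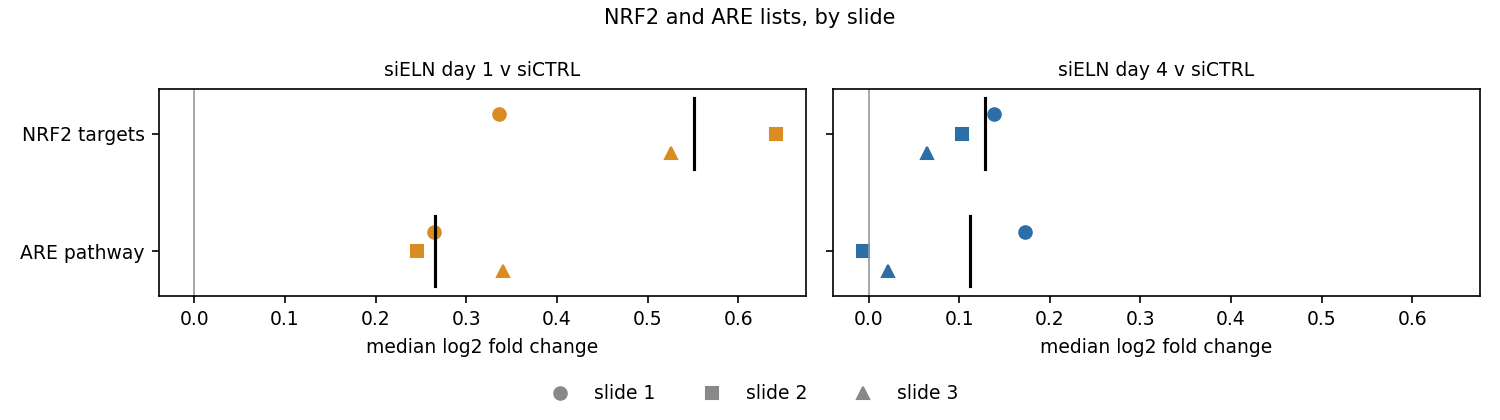
Median log2 fold change of NRF2 target and ARE pathway genes within each slide (points, shape: slide) and over all arrays (bar), for siELN day 1 and siELN day 4 against siCTRL. The NRF2 target genes lie at 0.34, 0.64 and 0.53 within the slides at day 1, above 0, and closer to 0 on each slide at day 4.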

Analysis of publicly available ChIP-seq data revealed that TP53 and NRF2 could bind 2 common regions of the *HMOX1* promoter and that these regions are enriched in H3K27Ac histone mark, which is associated with activation of transcription (Fig. 3C). These results suggest that NRF2 and TP53 co-activate *HMOX1* expression during senescence induced by ELN loss. To test this hypothesis MRC5 cells were transfected with siRNA directed against *ELN* and either *TP53* or *NRF2*. We initially confirmed the knockdown of *ELN* and *TP53* or *NRF2* (Suppl. Figs. 3A and B). Both *TP53* and *NRF2* downregulation led to a strong decrease in *HMOX1* mRNA upregulation in siELN-transfected cells (Fig. 3D and E). The impact of TP53 knockdown on the number of cells (Suppl. Fig. 3C) and on the proportion of SA-β-galactosidase-positive cells (Suppl. Fig. 3D) indicated that TP53 plays a functional role in senescence induced by *ELN* downregulation. *NRF2* knockdown induced similar partial rescue of this phenotype, as illustrated by the number of cells (Suppl. Fig. 3E) and the proportion of SA-β-galactosidase-positive cells (Suppl. Fig. 3F).

**Fig. 3:**
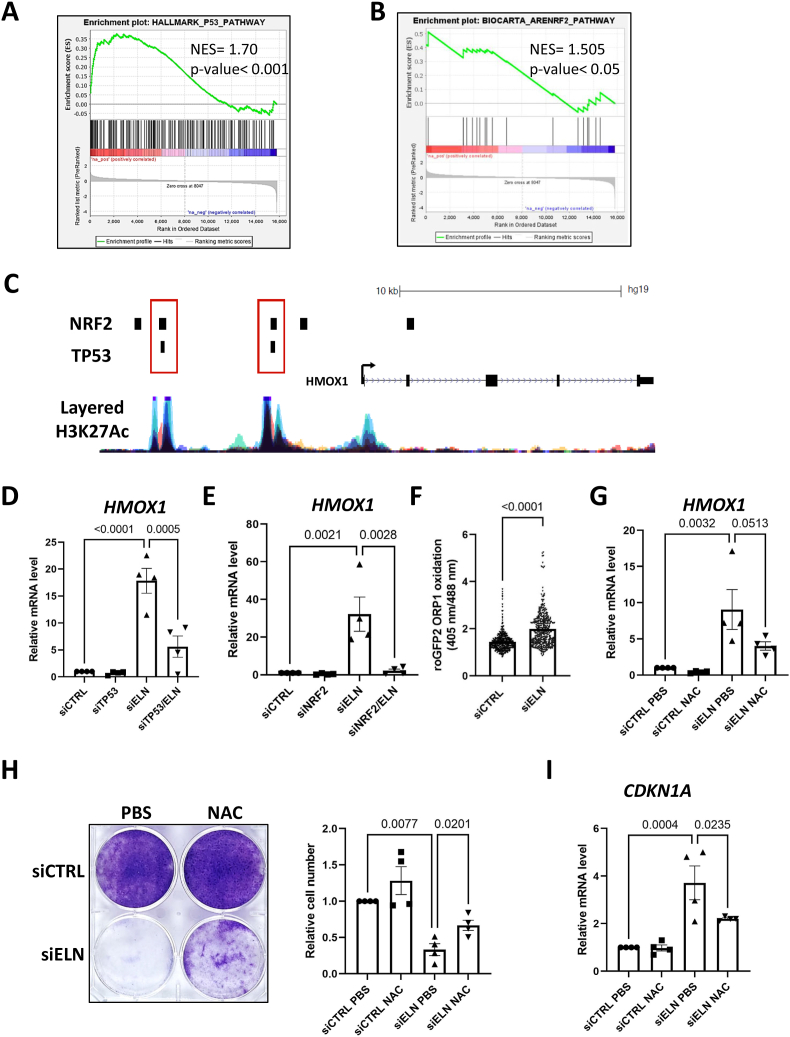
TP53, NRF2 and ROS participate in the induction of *HMOX1* expression upon *ELN* downregulation. **A-B**. Enrichment of p53 (A) and NRF2 (B) pathways gene sets in MRC5 cells 1 day after transfection with siELN *versus* siCTRL, according to transcriptomic analysis (n = 3) and GSEA. **C**. ChIP-seq profiles of NRF2 (NFE2L2 ChIP-seq GSE91894) and TP53 (TP53 ChIP-seq GSE100292). The track for H3K27Ac is the overlay of 7 different chip-seq (default representation on UCSC). **D**. RT-qPCR of *HMOX1* gene at day 2 after transfection of MRC5 cells with siCTRL, siELN and/or siTP53 as indicated. Mean ± SEM of n = 4 independent experiments. One-way ANOVA. Tukey's multiple comparisons test. **E**. RT-qPCR of *HMOX1* gene at day 2 after transfection of MRC5 cells with siCTRL, siELN and/or siNRF2 as indicated. Mean ± SEM of n = 3 independent experiments. One-way ANOVA. Tukey's multiple comparisons test. **F**. Single-cell analysis of mitochondrial ROS with the roGFP2 ORP1 genetic probe one day after transfection of MRC5 cells with siCTRL and siELN. N = 4 independent experiments, n = 6047 analyzed cells for siCTRL and n = 6116 analyzed cells for siELN. Two-tailed Mann-Whitney *U* Test. **G**. RT-qPCR of *HMOX1* gene one day after transfection of MRC5 cells with siCTRL or siELN and 1 mM NAC treatment where indicated. Mean ± SEM of n = 4 independent experiments. One-way ANOVA. Tukey's multiple comparisons test. **H**. Crystal violet staining (left panel) and quantification of cell number (right panel) 7 days after transfection of MRC5 cells with siCTRL or siELN and one single treatment with 1 mM N-acetyl cysteine (NAC) antioxidant or PBS as control. Left panel: representative experiment (n = 4). Right panel: mean ± SEM of n = 4 independent experiments, one-way ANOVA, Tukey's multiple comparisons test. **I**. RT-qPCR of *CDKN1A* gene at day 4 after transfection of MRC5 cells with siCTRL or siELN and 1 mM NAC treatment where indicated. Mean ± SEM of n = 4 independent experiments. One-way ANOVA. Tukey's multiple comparisons test.

In addition, the activation of the NRF2-HMOX1 axis and the above determined upregulation of the oxidative stress response genes (Fig. 1I) suggest the possible implication of reactive oxygen species (ROS), which also impact the p53 pathway [22], in underlying mechanisms. Using roGFP2-ORP-1 ratiometric mitochondrial ROS sensor, we observed a significant increase in ROS following *ELN* downregulation (Fig. 3F). We then determined whether scavenging ROS would impact *HMOX1* upregulation and senescence induced by *ELN* downregulation. Functional tests using the potent antioxidant N-acetyl cysteine (NAC) upon *ELN* knockdown (Suppl. Fig. 3G) showed partial rescue of *HMOX1* mRNA levels (Fig. 3G), of MRC5 proliferation (Fig. 3H) and of *CDKN1A* expression (Fig. 3I).

Collectively, these data unveiled that HMOX1 is upregulated through TP53, NRF2 and ROS in response to *ELN* downregulation.

### 2.4 Iron promotes ELN downregulation-induced senescence

HMOX1 is an inducible enzyme that catabolizes heme degradation into carbon monoxide, biliverdin and labile iron (Fe^2+^). Interestingly, whole-genome transcriptome analysis revealed positive enrichment of genes involved in iron uptake and transport, iron ion transport and response to iron II ion (Fig. 4A). 

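Of 20 genes of the proton pump that acidifies endosomes and lysosomes, 11 were higher in the arrays labelled siELN day 4 than in the siCTRL arrays, and a list of iron uptake genes that includes them was tested as well. Transferrin releases its iron in these acidified compartments. Of 46 iron uptake and transport genes tested, 15 were higher, 1 was lower and 30 did not pass (19 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.24 (adjusted p = 0.00201 from limma's camera, and adjusted p = 0.0705 with an estimated correlation), with 0.29, 0.25 and 0.25 on slides 1, 2 and 3. The vacuolar ATPase (V-ATPase) is this proton pump, and its subunit genes are part of the iron uptake list, where they make up 11 of the genes that were higher. Of its subunit genes tested, 11 were higher, 0 were lower and 9 did not pass (13 higher and 0 lower when adjusted over the list alone), with a median of 0.36 (adjusted p = 6.14e-05, and also adjusted p = 0.0705 with an estimated correlation) and medians of 0.33, 0.39 and 0.43 within the slides. ATP6V0A4 and ATP6V0A1 had log2 fold changes of 1.04 (SE 0.18, adjusted p = 0.00353 from limma) and 0.97 (SE 0.14, adjusted p = 0.00198 from limma). Genes of iron uptake, storage and export without the proton pump did not pass limma's camera as a list. Of 31 such genes, 4 were higher, 1 was lower and 26 did not pass (2 higher and 0 lower when adjusted over the list alone), with a median of 0.18 (adjusted p = 0.214, and 0.0138 with limma's fry, which does not compare the list with other genes) and medians of 0.12, 0.18 and 0.11 within the slides. HMOX1, which releases iron from heme, was 1 of those that were higher. Of 26 genes of heme synthesis, transport and degradation, 5 were higher, 0 were lower and 21 did not pass (4 higher and 0 lower when adjusted over the list alone), with a median of 0.018 (adjusted p = 0.633). The paper reports enrichment of iron gene sets (Fig. 4A) and, on the ground that HMOX1 rises with age and that iron accumulates with age and in age-related disease, asks whether iron accumulation contributes to cellular senescence.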

Given that HMOX1 increases during aging, that age-related pathologies [23] have been associated with accumulation of iron [24,25], and that iron has also been shown to accumulate with aging *in vivo* [[26], [27], [28], [29]] and *in vitro* [30,31], we wondered whether iron accumulation could contribute to cellular senescence. Increase in ferrous iron was confirmed following *ELN* downregulation using the SiRhoNox-1 fluorescence probe (Fig. 4B); such an increase in labile iron has already been shown in senescent cells with the same probe [32,33]. Not only was labile iron increased but also total iron levels, as evidenced by ICP-MS (inductively coupled plasma mass spectrometry) (Fig. 4C). As expected, the increase in iron during *ELN* downregulation was dependent on HMOX1 (Fig. 4D). Next, to assess whether iron plays a functional role in senescence induced by *ELN* downregulation, iron was chelated by using the iron chelator deferoxamine (DFO). Iron chelation led to partial rescue of cell proliferation (Fig. 4E), lowered *CDKN1A* mRNA levels (Fig. 4F) and the proportion of SA-β-galactosidase-positive cells (Fig. 4G) in response to *ELN* knockdown (Suppl. Fig. 4).

**Fig. 4:**
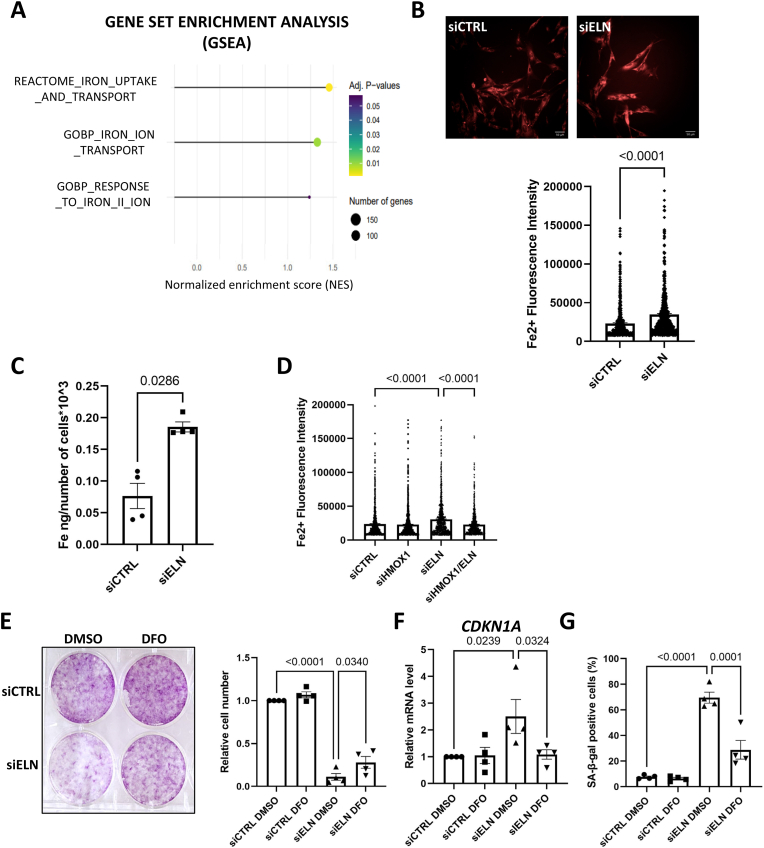
Iron plays a significant role in senescence induced by *ELN* downregulation. **A**. Enrichment of iron-related gene sets in transcriptomes of MRC5 human fibroblasts 4 days after transfection with siELN *versus* siCTRL (n = 3), according to gene set enrichment analysis (GSEA). **B**. Representative micrographs (left panel) and single-cell quantification (right panel) of staining with SiRhoNox-1, a fluorescent probe labeling Fe^2+^, 2 days after transfection of MRC5 cells with siCTRL or siELN. N = 3 independent experiments, n = 622 analyzed cells for siCTRL and n = 615 analyzed cells for siELN. Two-tailed Mann-Whitney *U* Test. **C**. Total iron measurement by ICP-MS at day 2 after transfection of MRC5 cells with siCTRL or siELN. Mean ± SEM of n = 4 independent experiments. Two-tailed Mann–Whitney *U* Test. **D**. Single-cell quantification of staining with SiRhoNox-1, 2 days after transfection of MRC5 cells with siCTRL, siELN and/or siHMOX1. N = 3 independent experiments, n = 1033 analyzed cells for siCTRL, n = 1015 analyzed cells for siHMOX1, n = 1042 analyzed cells for siELN, n = 1012 analyzed cells for siELN/HMOX1 in total. One-way ANOVA, Tukey's multiple comparisons test. **E**. Crystal violet staining (left panel) and quantification of cell number (right panel) 7 days after transfection of MRC5 cells with siCTRL or siELN and treatment with 72 nM deferoxamine (DFO) iron chelator or DMSO (as control). Left panel: representative experiment (n = 3). Right panel: mean ± SEM of n = 4 independent experiments, one-way ANOVA, Tukey's multiple comparisons test. **F**. RT-qPCR of *CDKN1A* gene at day 4 after transfection of MRC5 cells with siCTRL or siELN and treatment with DFO where indicated. Mean ± SEM of n = 4 independent experiments. One-way ANOVA. Tukey's multiple comparisons test. **G**. Quantification of SA-β-gal-positive cells at day 4 after transfection of MRC5 cells with siCTRL or siELN and treatment with DFO where indicated. Mean ± SEM of n = 4 independent experiments. One-way ANOVA. Tukey's multiple comparisons test.

Taken together, these data establish a direct functional link between HMOX1 upregulation, iron increase and cellular senescence induced by *ELN* downregulation.

### 2.5 ELN downregulation drives changes in gene expression through the iron-dependent demethylase PHF8

One of the roles of iron is to act as cofactor for several oxygenases regulating the epigenome, including several iron-dependent histone and DNA demethylases [34,35]. Interestingly, some of these enzymes are known regulators of cellular senescence [[36], [37], [38]]. We performed siRNA screening to test the involvement of 21 iron-dependent oxygenases in the induction of *ELN* downregulation-induced senescence. Among these, we identified the iron-dependent histone demethylase plant homeodomain finger protein 8 (PHF8) as a factor significantly promoting proliferation arrest following *ELN* downregulation (Fig. 5A). PHF8 is known to promote transcription by demethylating histone repressive marks [39,40], though its role in regulating cellular senescence has not yet been reported. We confirmed that *PHF8* downregulation (Suppl. Fig. 5A) led to partial rescue of cell proliferation (Fig. 5B) upon ELN knockdown (Suppl. Fig. 5A), and observed that it lowered *CDKN1A* mRNA levels (Fig. 5C) and the proportion of SA-β-galactosidase-positive cells (Fig. 5D), strongly supporting its role in mediating *ELN* downregulation-induced senescence. ChIP-seq analysis against PHF8 revealed its binding to the promoter of approximately 12,000 genes, and this binding profile was not altered by *ELN* knockdown (Fig. 5E and Suppl. Figs. 5B–C). A significant number of genes showed both an increased expression upon *ELN* downregulation and a binding of PHF8 to their promoter: 93 at day 1, and 389 at day 4 (Suppl. Table 1). 

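Most genes that the study lists as bound by PHF8 and upregulated were also higher in the arrays labelled siELN at day 4, and fewer than that at day 1. The genes were chosen by the study on these samples, so their changes are not independent evidence. The available copy of the table holds 92 genes for day 1 and 389 for day 4, with 13 genes in both. Of 88 day 1 genes that were tested, 39 were higher in the arrays labelled siELN day 1 at an adjusted p under 0.05 from limma, 7 were lower and 42 did not pass (42 higher and 9 lower when adjusted over the list alone), with a median log2 fold change of 0.36. Of 378 day 4 genes that were tested, 337 were higher in the arrays labelled siELN day 4, 1 was lower and 40 did not pass (346 higher and 1 lower when adjusted over the list alone), with a median of 0.72. At the thresholds of the study's methods, 31 of the day 1 genes and 306 of the day 4 genes were higher. At the other time point, 18 of the day 1 genes were higher at day 4 and 5 lower, and 171 of the day 4 genes were higher at day 1 and 36 lower. HMOX1 is among the day 1 genes, and ANGPTL4 and CDKN1A are among the day 4 genes. The level of PHF8 itself, which encodes an iron-dependent histone demethylase, changed little in the arrays, with log2 fold changes of 0.078 (adjusted p = 0.773 from limma) at day 1 and 0.078 (adjusted p = 0.782 from limma) at day 4. Both signs of PHF8 occurred when single arrays were left out, with -0.081 to 0.17 at day 1 and -0.080 to 0.17 at day 4.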

Crossing these lists of genes at day 1 and day 4 with a cellular senescence signature based on the CellAge database revealed a strong enrichment in genes involved in cellular senescence at day 4 including *CDKN1A* and SASP factors (Fig. 5F–G), and not at day 1 (Suppl. Fig. 5D), further supporting that iron-bound PHF8 contributes to the regulation of a large panel of pro-senescent genes during *ELN* downregulation-induced senescence.

**Fig. 5:**
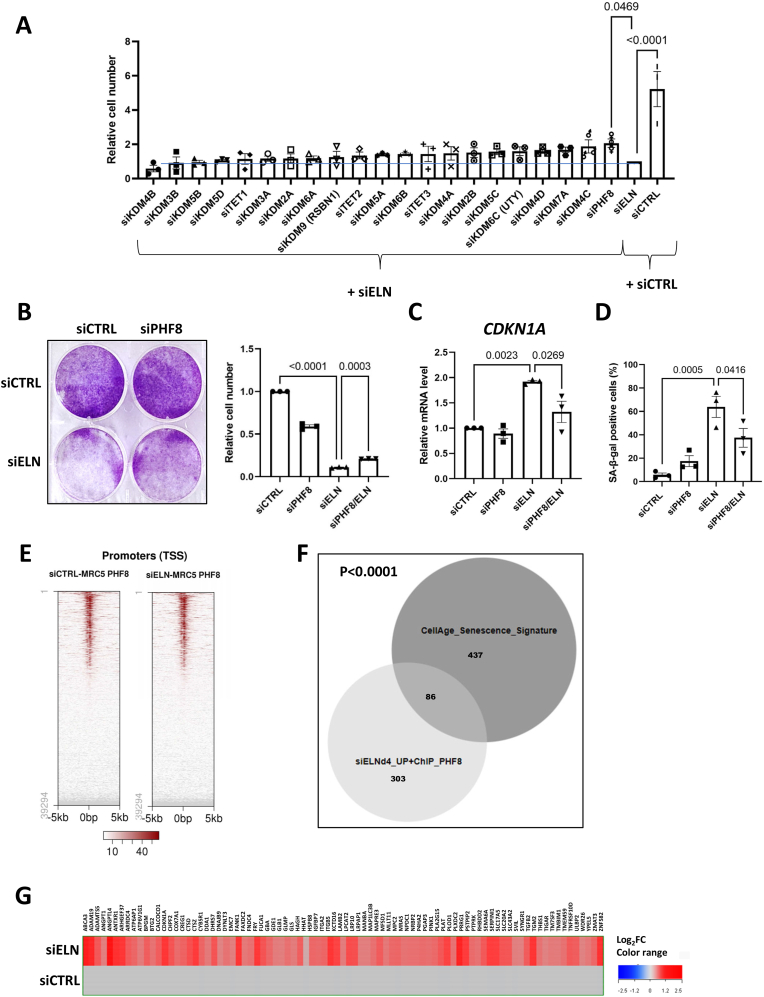
The iron-dependent demethylase PHF8 contributes to senescence induction upon *ELN* downregulation. **A**. Quantification of cell number 7 days after transfection of MRC5 cells with the indicated siRNAs. Mean ± SEM of n = 3 independent experiments. One-way ANOVA. Tukey's multiple comparisons test. **B**. Crystal violet staining (left panel) and quantification of cell number (right panel) 7 days after siRNA transfection of MRC5 cells with siCTRL, siELN and/or siPHF8. Left panel: representative experiment (n = 3). Right panel: mean ± SEM of n = 3 independent experiments, one-way ANOVA, Tukey's multiple comparisons test. **C**. RT-qPCR of *CDKN1A* gene at day 4 after transfection of MRC5 cells with siCTRL, siELN and/or siPHF8. Mean ± SEM of n = 3 independent experiments. One-way ANOVA. Tukey's multiple comparisons test. **D**. Quantification of SA-β-gal-positive cells at day 4 after transfection of MRC5 cells with siCTRL, siELN and/or siPHF8. Mean ± SEM of n = 3 independent experiments. One-way ANOVA. Tukey's multiple comparisons test. **E**. Heatmaps showing peaks of PH8 on promoter regions in siCTRL- and siELN-transfected MRC5. **F**. Venn diagram showing the number of genes in common between genes bound by PHF8 and up-regulated by ELN knockdown (4 days after siRNA transfection), and genes of the CellAge signature. Fisher's exact test P value is indicated for CellAge signature enrichment. **G.** Heatmap showing the profile of expression of the 89 genes that intersect in panel F according to the transcriptome data 4 days after transfection of siELN vs siCTRL.

Together, these data indicate that iron-dependent demethylase PHF8 and its transcriptional program, probably downstream of iron accumulation, are important players in the induction of senescence upon *ELN* downregulation.

## 3 Discussion

We herein demonstrated for the first time that *ELN* downregulation in human fibroblasts and *Eln* knockout in MEFs trigger premature cellular senescence. Mechanistically, *ELN* downregulation leads to ROS, p53 and NRF2-dependent increase in HMOX1 expression which causes iron release. We further identified a role for the iron-dependent PHF8 demethylase in the upregulation of multiple pro-senescent genes and in inducing senescence upon *ELN* downregulation.

Elastin fibers can impact health by regulating tissue elasticity and/or by releasing bioactive elastokine peptides during elastin fiber cleavage by proteases [41,42], which is thought to promote several age-related diseases [[43], [44], [45], [46]]. As senescent cells promote age-related diseases and aging [[8], [9], [10]], a raising question is whether elastin regulates cellular senescence. Our results obtained by knocking-down *ELN* in human fibroblasts or by using fibroblasts derived from *Eln* −/− embryos demonstrate that decreasing *ELN* expression triggers premature senescence.

Some evidence supports that reduced levels of *ELN* can be linked to accelerated aging. Williams-Beuren syndrome (WBS) is a developmental disorder caused by the hemizygous deletion of a region containing 26 to 28 genes comprising *ELN* on chromosome 7 and characterized by an array of features including intellectual disability, cardiovascular disease, and additional symptoms in the adulthood such as diabetes, premature aging of the skin and osteoporosis [5], which led to the hypothesis of mild accelerated aging [6]. Heterozygous deletion of the WBS critical region in mice was shown to induce premature cell proliferation arrest in MEFs [47], suggesting premature senescence. *ELN* hemizygous loss is considered to be the main trigger of cardiovascular pathology in WBS and is also proposed to contribute to the soft skin observed in WBS patients [5]. Our results suggest that reduced *ELN* levels could promote WBS features through the induction of cellular senescence.

In addition to showing a protective role for *ELN* against cellular senescence, our results also support that this effect is independent of the canonical functions of elastin in elastic fibers as they were not detected, and in elastokines, as they are only produced after fiber cleavage. In addition, the rapid molecular alterations, detected 24 h after siRNA transfection and the seeding of cells, also support elastin fiber- and elastokine-independent functions.

To gain further insights into this new molecular mechanism and this novel function of ELN, we performed non-biased transcriptomic analyses. Gene set enrichment analysis and differentially expressed gene analysis emphasized a sharp induction of HMOX1, revealing an unexpected link between *ELN*, *HMOX1* expression and heme metabolism. HMOX1 catalyzes heme degradation into three products: biliverdin, carbon monoxide and ferrous iron. All these components can display a broad range of beneficial or deleterious effects at the cellular level. For instance, biliverdin after transformation into bilirubin has ROS scavenging properties [48], carbon monoxide can exert cell protective effects [49] and iron can exert pro-oxidant effect as well as regulate the activity of many iron-dependent enzymes [34,35,50]. According to our results, upregulation of HMOX1 during *ELN* downregulation contributed to cellular senescence as HMOX1 knockdown decreased senescence. This is consistent with previous results supporting a pro-senescent role for HMOX1 [15]. Nevertheless, HMOX1 can also protect from cellular senescence [14,16], and in agreement with these results, HMOX1 knocked-down cells displayed a slight increase in senescence marks: *CDKN1A* level and SA-β-galactosidase activity. HMOX1 thus likely has a dual activity on senescence being pro-senescent when strongly activated, as observed here after *ELN* knockdown, and anti-senescent when expressed at a physiological level. This dual role could reflect the complexity of the role of the products of its enzymatic activity.

Even if iron was reported to increase in senescent cells [30,31] creating some novel opportunities for senolytic strategies [32], its potential functional role in regulating senescence was unknown until recently. Indeed it was recently reported that iron can induce cellular senescence and participates in senescence-dependent fibrotic lesions [51]. Our data, in the context of *ELN* downregulation-induced senescence, support that iron accumulation participates in senescence induction, as its chelation decreases *ELN* downregulation-induced cellular senescence, and also uncovers a non-yet explored mechanism explaining iron accumulation in senescent cells. Iron exerts multiple roles: it contributes to ROS production by the Fenton reaction, that could accentuate ROS production in *ELN*-downregulated cells, and it regulates the activity of a large family of oxygenases [34,35]. Epigenome modifications are critical regulators of cellular senescence [52,53] and a screening on iron-dependent epigenome modifiers highlighted a role for the PHF8 histone demethylase in the regulation of *ELN* knockdown-induced senescence suggesting that the iron increase is upstream of PHF8 during *ELN* downregulation-induced senescence. Although PHF8 has never been described to exert a senescence-regulatory role, other iron-dependent methylases, such as JMJD3/KDM6B, were described to regulate senescence [36,37], albeit none of these known senescence regulators significantly impacted *ELN* downregulation-induced senescence. Given the increase in iron observed in *ELN*-downregulated cells, other iron-dependent processes could also participate in the regulation of senescence. Defining the regions bound by PHF8 allowed the identification of many genes involved in the regulation of senescence upregulated by the loss of *ELN* and bound by PHF8, further supporting a role for PHF8 in regulating *ELN* knockdown-induced cellular senescence.

Overall, our work reveals an unexpected role for *ELN* in the regulation of senescence by modulating iron-dependent gene expression. This work paves the way for future research into this non-canonical role of *ELN* and its contribution to aging, to fully understand the mechanisms by which a decrease in *ELN* affects early production of ROS and upregulation of HMOX1, and whether targeting some of the herein described mechanisms (e.g., HMOX1, iron or PHF8) could be used to prevent and/or treat some age-related pathologies.

## 4 Methods and materials

### 4.1 Cell culture and reagents

MRC5 (ATCC, Manassas, VA, USA), 293 GP (virus-producing cells) (Clontech, Mountain View, CA, USA) and normal human diploid fibroblasts (NHDF, Biological Resource Center GCS/CTC) were cultured in Dulbecco's modified Eagle's medium (DMEM, Life Technologies, Carlsbad, USA) with GlutaMax and supplemented with 10% FBS (Sigma-Aldrich, Saint-Louis, USA) and 1% penicillin/streptomycin (ThermoFisher Scientific). MRC5 were treated with 72 nM deferoxamine (DFO) (D9533, Sigma-Aldrich) or 1 mM N-acetyl-cysteine (NAC) (A9165, Sigma-Aldrich) when indicated.

Mouse embryonic fibroblasts (MEFs) were generated from 10.5 to 12.5-day-old littermate embryos obtained from heterozygous *Eln* mouse intercrosses [54]. MEFs were cultured with DMEM with GlutaMax, 10% FBS, 1% penicillin/streptomycin, 1% of Gibco™ MEM Non-Essential Amino Acids Solution (ThermoFisher Scientific) and 1 mM NAC. Breeding and maintenance of *Eln* heterozygous mutant mice [54] for MEF preparation were approved by the French Minister of Research and Innovation in accordance with European Union Guidelines (ethical permit reference #25116–2020041515094224).

All cells were grown under standard conditions (37 °C, 5% CO_2_).

### 4.2 siRNA transfection

Cells were transfected with ON-Targetplus SMART pools of 4 siRNA targeting ELN, TP53, NRF2, HMOX1, PHF8 or iron-dependent demethylases, with individual siRNA targeting ELN (siELN #1 and #2) or with non-targeting siRNA pool as control (siCTRL) (Horizon Discovery). The list of sequences of individual siRNA is presented in Suppl. Table 2 and the sequences for the pools are available from the supplier. First, Dharmafect transfection reagent 1 (Horizon Discovery) was incubated with siRNA for 20 min in antibiotics and serum-free DMEM. Second, cells were reverse transfected in antibiotic-free, 10% FBS DMEM. Final concentration of siRNA was 15 nM. The following day, medium was changed with DMEM 10% FBS, 1% antibiotics.

### 4.3 Vectors, plasmid transfection and infection

pLPCx‐roGFP2‐ORP1, a retroviral vector encoding a ROS reporter previously described in [55], was used. 293 GP virus-producing cells were transfected with pLPCx‐roGFP2‐ORP1 using PEIpro transfection reagent (Polyplus) according to the manufacturer's recommendations. 48 h after transfection, viral supernatant was collected, diluted 1:4 with DMEM and hexadimethrine bromide (8 μg/mL; Sigma-Aldrich) was added. Viral supernatant was added to MRC5 cells, centrifuged at 2000 RPM for 30 min and then incubated for 8 h. One day after infection, selection was started using puromycin at 500 ng/ml.

### 4.4 Growth curves

At the beginning of the growth curve 200,000 cells were seeded in 10 cm^2^ dishes. Cells were counted and 200,000 cells were re-seeded at each passage. To calculate population doubling (PD), the following formula was used: PD = ln (N/N0)/ln2, N = number of cells; N0 = number of seeded cells.

### 4.5 Senescence-associated-β-galactosidase assay and crystal violet staining

Senescence-associated-β-galactosidase (SA-β-gal) activity was detected according to [56]. Cells were washed with 1X PBS, fixed with 2% formaldehyde and 0.2% glutaraldehyde in PBS for 5 min, washed twice with 1x PBS and incubated overnight at 37 °C in solution containing 1 mg/mL 5-bromo-4-chloro-3-indolyl-b-d-galactopyranoside, 5 mM potassium ferrocyanide, 5 mM potassium ferricyanide, 150 mM NaCl, 2 mM MgCl_2_, and 40 mM citric acid/Na phosphate buffer, pH 6.0. At least 100 cells were counted and the percentage of SA-β-gal-positive cells was calculated. For crystal violet staining, cells were washed with 1X PBS, fixed with 3,7 % formaldehyde for 15 min and then stained with crystal violet solution. Pictures of stained wells are presented.

### 4.6 RNA extraction, reverse transcription and real-time quantitative PCR

RNA was extracted with the use of Nucleozol according to the manufacturer's recommendations (Macherey-Nagel). Maxima First-Strand cDNA Synthesis Kit (ThermoFisher Scientific) was used to synthesize cDNA from 1 μg of RNA. Then cDNA was diluted and used as a template for quantitative PCR. qPCR mixture was prepared with 200 nM primers, SYBR™ Green PCR Master Mix (ThermoFisher Scientific) for the gene of interest. Relative mRNA levels were calculated using the Comparative Ct (ΔΔCT) method. mRNA levels of 2 housekeeping genes (GAPDH and HPRT1 for MRC5 and Gapdh and Tbp for MEFs) were used for normalization. Primer sequences used are listed in Suppl. Table 3.

### 4.7 Transcriptomic analysis

Transcriptomic analysis was performed using Whole Human Genome Oligo 4 × 44 K Microarrays (Agilent Technologies) and Agilent single-color gene expression workflow. First RNA was extracted using Nucleospin RNA (Macherey Nagel) and quality (RNA integrity number – RIN) was tested with 2200 TapeStation system (Agilent technology). cRNA was synthesized and labeled with Cy3 dye from 100 ng of total RNA using a single-color Low Input Quick Amp Labeling Kit (Agilent Technologies). Then, 1650 ng of Cy3-labeled cRNA purified with RNeasy Mini-spin columns (Qiagen) was hybridized on 4 × 44 K arrays for 17 h at 65 °C. The microarrays were rinsed and scanned using an Agilent G2565CA DNA microarray scanner (Agilent Technologies). Fluorescent signals were extracted using Feature Extraction Software Version 10.5.1.1 (Agilent Technologies) and then transferred to Genespring GX 12.6 software (Agilent Technologies) for data processing and data mining. Normalization was done on 75^th^ percentile intensity values, and baseline adjustment was done on control samples. Transcriptomic analysis was performed based on three independent biological replicates and differentially expressed genes were selected using moderated *t*-test p value < 0.01 and fold change cutoffs of 1.5-fold. Gene set enrichment analysis (GSEA) was performed using GSEA website (www.broadinstitute.org/gsea/). Pre-ranked GSEA was conducted on the ranked list of relative gene expression between sample versus control. Other visualizations were performed with ggplot2 and pheatmap packages in R studio.

### 4.8 Immunofluorescence

For analysis of fibers, normal human dermal fibroblasts (NHDF) and MRC5 cells were seeded onto 12 mm poly (lysine)-coated glass coverslips, and were grown for 8 days post-confluence in complete medium (DMEM, 10% FBS, 1 % penicillin/streptomycin) prior to fixation with 4 % paraformaldehyde. Cells were washed three times with PBS and blocked with PBS containing 5 % BSA and 10 % normal goat serum for 1 h at room temperature. Elastin, fibrillin-1 and type I collagen were immunodetected using mouse anti-elastin (MAB2503, Merk, 1/100), or rabbit anti-fibrillin-1 (HPA021057, Sigma-Aldrich, 1/500) or rabbit anti-type I collagen (20,111, Novotec, 1/100) antibodies in PBS containing 0.5 % BSA and 1 % normal goat serum at 4 °C overnight. Samples were washed three times with PBS and incubated with Alexa Fluor-546 goat anti-mouse (A11030, Invitrogen, 1/1000) or anti-rabbit (A11035, Invitrogen, 1/1000) IgG in PBS for 1 h at room temperature. Samples were washed three times with PBS and nuclei were counterstained with 1 μg/mL DAPI in PBS for 10 min at room temperature. Samples were washed three times with PBS, then coverslips were mounted on glass slides using Fluoromount-G (00-4958-02, Invitrogen). Pictures were acquired on an inverted confocal microscope Leica SP5.

For detection of HMOX1, cells were grown on 96-well plates (#6055300, PerkinElmer) and washed with 1x PBS. Then, cells were fixed with ice-cold methanol for 10 min, washed with 1x PBS and permeabilized with 0.5% Triton X-100 in PBS. Afterwards, cells were blocked with 3% bovine serum albumin (BSA), in PBS containing 0.1% Triton X-100 for 15 min. After washing, cells were incubated with primary anti-HMOX1 antibody (1:200) (sc-136,960, Santa Cruz) in blocking buffer for 2 h, and with Alexa 488 secondary antibody (1:500) (A11001, Life Technologies) in 1x PBS for 1 h. DNA was stained with Hoechst 33,342 (62,249, Life Technologies). Immunofluorescence was visualized with an Opera Phenix® Plus High-Content Screening System (PerkinElmer) and analyzed with Harmony High Content Imaging and Analysis software (PerkinElmer).

### 4.9 Mitochondrial ROS imaging and quantification

Cells stably expressing roGFP2‐ORP1 (redox-sensitive fluorescent protein) were rinsed and incubated in HBSS with calcium and magnesium (14025050, Thermo Scientific). Fluorescence was visualized with an Opera Phenix® Plus High-Content Screening System (PerkinElmer) using 405 and 488 nm for excitation and 500–554 nm for emission of the signal. Fluorescence intensity was quantified with Columbus software (PerkinElmer) and relative amount of oxidized/reduced roGFP was calculated.

### 4.10 Fe^2+^ imaging and quantification

Ferrous iron content of cells was determined by FerroFarRed also known as SiRhoNox-1 fluorescent probe based on manufacturers protocol (SCT037, Sigma-Aldrich). Briefly, cells were rinsed three times with HBSS buffer. Cells were then treated with 5 μM FerroFarRed diluted with serum-free cell culture medium and incubated for 1 h at 37 °C. After staining, excess probe was washed off with HBSS and fluorescence was visualized with an Opera Phenix® Plus High-Content Screening System (PerkinElmer) and quantified with FIJI software.

### 4.11 Iron measurements with ICP-MS

Ultrapure water (resistivity 18.2 MΩ.cm^−1^) was produced in a Millipore Synergy system (France). Concentrated technical grade HNO_3_ provided by Carlo Erba (France) was distilled at low temperature in Savillex PFA equipment. H_2_O_2_ 30% Suprapur was purchased from Merck (Germany). Single-element standard solutions from SCP Science (Québec, Canada) were used.

MRC5 cell pellets and cell culture media samples were digested in Savillex PFA beakers using 1 mL of HNO_3_ (14 M) and 0.2 mL of H_2_O_2_ (30%) at 120 °C for 48 h. Dissolved samples were then evaporated to dryness at 120 °C and redissolved in 5 mL of HNO_3_ (0.5 M). The Fe concentrations were measured using ICP-MS iCAP-Q, Thermo Scientific (Bremen, Germany). The measurements were carried out in a single collision cell mode, with kinetic energy discrimination (KED), using He as collision gas to avoid interferences on ^56^Fe ^+^ by ^40^Ar^16^O^+^. To correct the instrumental drift, In at 2 μg/L was used for the internal standard calibration.

### 4.12 PHF8 chromatin immunoprecipitation sequencing

MRC5 cells were fixed with freshly prepared formaldehyde solution (11% formaldehyde F-8775 Sigma-Aldrich, 0,1 M NaCl S3014 Sigma-Aldrich, 1 mM EDTA E5134 Sigma-Aldrich, 50 mM HEPES 54547 Sigma-Aldrich) added to the existing media for 15 min in room temperature. Next glycine solution (2,5 M glycine, G-7403, Sigma-Aldrich) was added for 5 min. Cells were scraped and centrifuged at 4 °C, 10 min, 800×*g*, then washed twice with ice cold PBS with Igepal (0,5%, I-8896, Sigma-Aldrich). PMSF (P-7626, Sigma-Aldrich) was added to ice cold PBS with Igepal in a final concentration of 1 mM. Then, the cells were pelleted again at 4 °C, 5 min, 800×*g* and snap-frozen on dry ice. ChIP seq was performed by Active Motif using PHF8 antibody (A301-772 A, Bethyl Laboratories).

### 4.13 Statistical analysis

Statistical analysis and graphs, presented as mean of three or more independent experiments with SEM, were created with GraphPad Prism 9. Parametric tests were two-tailed, unpaired or paired: Student's *t*-test (equal variance) or Welch's *t*-test (for non-equal variance). For non-parametric test, Mann–Whitney *U* Test was performed. For multiple comparisons (>2), one- or two-way ANOVA and then paired or unpaired Tukey's multiple comparisons test were performed.

## CRediT authorship contribution statement

**Joanna Czarnecka-Herok:** Writing – original draft, Visualization, Validation, Methodology, Investigation, Formal analysis, Conceptualization. **Kexin Zhu:** Writing – review & editing, Visualization, Methodology, Investigation. **Jean-Michel Flaman:** Writing – review & editing, Visualization, Resources, Methodology, Investigation, Formal analysis, Data curation. **Delphine Goehrig:** Writing – review & editing, Resources, Methodology. **Mathieu Vernier:** Writing – review & editing, Visualization, Methodology, Formal analysis. **Gabriela Makulyte:** Writing – review & editing, Resources, Methodology. **Aline Lamboux:** Writing – review & editing, Methodology. **Helena Dragic:** Writing – review & editing, Methodology. **Muriel Rhinn:** Writing – review & editing, Methodology, Investigation. **Jean-Jacques Médard:** Writing – review & editing, Methodology. **Gilles Faury:** Writing – review & editing, Resources. **Philippe Bertolino:** Writing – review & editing, Resources, Methodology. **Vincent Balter:** Writing – review & editing, Resources, Methodology. **Romain Debret:** Writing – review & editing, Methodology, Funding acquisition, Conceptualization. **Serge Adnot:** Writing – review & editing, Visualization, Funding acquisition, Conceptualization. **Nadine Martin:** Writing – original draft, Visualization, Supervision, Project administration, Methodology, Investigation, Funding acquisition, Formal analysis, Conceptualization. **David Bernard:** Writing – original draft, Validation, Supervision, Project administration, Funding acquisition, Formal analysis, Conceptualization.

## Declaration of competing interest

The authors have competing interests to declare.

## Data Availability

Transcriptomic data are available in GEO GSE268042. Other data will be made available on request.

# Supplementary material for: A non-canonical role of ELN protects from cellular senescence by limiting iron-dependent regulation of gene expression
**Source:** Redox Biol. 2024 May 22;73:103204. doi: 10.1016/j.redox.2024.103204
**Supplement:** Multimedia component 1

## SUPPLEMENTARY FIGURE LEGENDS

### Supplementary Figure 1.

**A.** RT-qPCR of *ELN* gene 4 days after transfection of MRC5 cells with non-targeting siCTRL or two individual siRNAs targeting ELN (siELN #1 and siELN #2). Mean  $\pm$  SEM of n=3 independent experiments. Unpaired two-tailed Welch's t-test. **B.** Crystal violet staining (top panel) and quantification of cell number (lower panel) 7 days after transfection of MRC5 fibroblasts with siCTRL or two individual siELN (#1 and #2). Top panel: representative experiment (n=3). Lower panel: mean  $\pm$  SEM of n=3 independent experiments, unpaired two-tailed Welch's t-tests. **C.** Representative micrographs (left panel) and quantification (right panel) of SA- $\beta$ -gal-positive cells in WT and *Eln* KO mouse embryonic fibroblasts. Mean  $\pm$  SEM of n=4-5 independent embryos. Unpaired two-tailed Welch's t-test. **D.** Quantification of SA- $\beta$ -gal-positive cells 4 days after transfection of MRC5 with siCTRL or two individual siELN. Mean  $\pm$  SEM of n=3 independent experiments. Unpaired two-tailed Welch's t-test. **E.** RT-qPCR of *CDKN1A* gene 4 days after transfection of MRC5 cells with non-targeting siCTRL or individual siRNAs targeting ELN (siELN #1 and siELN #2). Mean  $\pm$  SEM of n=3 independent experiments. Unpaired two-tailed Welch's t-test. **F.** RT-qPCR of *GDF15*, *MMP3*, *BMP2* and *ANGPTL4* genes at day 4 after transfection of MRC5 fibroblasts with siCTRL or siELN pools. Mean  $\pm$  SEM of n=4 independent experiments. 

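Genes with symbols of the LOC, orf or accession type and probes without a name were not ranked. Of the 10 ranked genes with the largest log2 increases in the arrays labelled siELN day 4, 7 were not well above background on every siCTRL array. None of the 10 with the largest decreases was well above background on every siELN day 4 array. The order of these genes is therefore not settled. ANKRD1, which encodes a muscle ankyrin repeat protein, had a log2 fold change of 3.71 (SE 0.18, adjusted p = 2.22e-05 from limma), and IFITM10 one of 3.60 (SE 0.28, adjusted p = 2.65e-04 from limma). SLC16A6 had a log2 fold change of 2.60. SCG2 (2.96) and TYRP1 (2.93) were well above background on 1 of 3 siCTRL arrays. SLCO2A1, PZP, GABRA2, KRTAP4-9 and ST6GALNAC2 were well above background on no siCTRL array. Low siCTRL values were raised to each array's lowest signal well above background. These genes were then 4.66-fold, 2.32-fold, 2.22-fold, 1.94-fold and 2.21-fold higher, values without an error that are not strict lower bounds. Of the genes with the largest decreases, KIF5C was well above background on no siELN day 4 array. With low values raised in the same way, it was 1.99-fold lower. DNAH7 (-2.81), HTR2B (-1.89), DMC1 (-1.75) and FHIP1A (-2.21) were well above background on 2 of 3 of these arrays, and other FHIP1A probes gave log2 fold changes from -0.44 to 0.36. LINC00242 (-1.88), FAM209B (-1.77) and CH25H (-2.03) were well above background on 1 of 3. CH25H did not pass when any of several single arrays was left out, with log2 fold changes from -2.29 to -1.64. WNT2 and CXCL1 complete the 10 largest decreases. At an adjusted p under 0.05 and a fold change of at least 2, 233 genes were higher and 248 lower.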

Unpaired two-tailed Welch's t-test. **G.** Volcano plot showing differentially expressed genes in siELN *versus* siCTRL MRC5 fibroblasts 4 days after siRNA transfection, according to transcriptomic analyses (n=3). **H.** Immunofluorescence micrographs of normal human dermal fibroblasts (NHDF) and MRC5 normal human embryonic lung fibroblasts showing staining of elastin, fibrillin-1 and collagen I as indicated (in red) and of nuclei with DAPI (in blue) (representative pictures of n=2).

**Supplementary Figure 2.**

**A.** Heatmap showing the profile of expression of the 13 genes from GSEA Reactome gene set “heme signaling” enriched by ELN knockdown (4 days after siRNA transfection). **B.** RT-qPCR of *ELN* and *HMOX1* genes 2 days after transfection of MRC5 cells with siCTRL, siELN and/or siHMOX1 as indicated. 

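At day 4, few of these heme signaling genes differed between the arrays labelled siELN and the siCTRL arrays. HMOX1 was higher. PPARGC1A had a log2 fold change of 0.48 (adjusted p = 0.0285 from limma), with a second probe at -0.49, and BMAL1 one of 0.43 (adjusted p = 0.0418 from limma). Neither passed when any of several single arrays was left out, with values from 0.42 to 0.53 and 0.35 to 0.53. RORA (0.45, adjusted p = 0.243) passed with the slide as a block (adjusted p = 0.0236). NCOA2 (0.27), PPARA (0.15), ATF2 (0.14), MEF2C (0.071), HBA2 (0.022), USP46 (0.020), NCOR1 (-0.075), TBL1XR1 (-0.11) and SIRT1 (-0.12) did not pass. The signs of USP46 and HBA2 changed with the scaling. Of the 42 heme signaling genes tested, 5 were higher, 2 were lower and 35 did not pass at day 4 (4 higher and 1 lower when adjusted over the list alone), with a median of 0.072 (adjusted p = 0.795 from limma's camera). At day 1, MEF2C, BMAL1, ATF2, USP46 and HMOX1 were among the members that were higher. The legend names 4 days after transfection, while the enrichment of heme signaling in Fig. 2B was drawn from the earlier time point.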

Mean  $\pm$  SEM of n=4 independent experiments. Two-way ANOVA. Tukey’s multiple comparisons test (left panel). Unpaired two-tailed Welch’s t-test (right panel).

**Supplementary Figure 3.**

**A.** RT-qPCR of *ELN* and *TP53* genes 2 days after siRNA transfection of MRC5 cells with siCTRL, siELN and/or siTP53 as indicated. Mean  $\pm$  SEM of n=4 independent experiments. One-way ANOVA. Tukey’s multiple comparisons test. **B.** RT-qPCR of *ELN* and *NRF2* genes 2 days after transfection of MRC5 cells with siCTRL, siELN and/or siNRF2 as indicated. Mean  $\pm$  SEM of n=4 independent experiments. One-way ANOVA. Tukey’s multiple comparisons test. **C.** Cell number quantification 7 days after the indicated siRNA transfection of MRC5 cells. Representative experiment (n=4). **D.** Quantification of SA- $\beta$ -gal-positive cells 4 days after the indicated siRNA transfection of MRC5 cells. Mean  $\pm$  SEM of n=4 independent experiments. One-way ANOVA. Tukey’s multiple comparisons test. **E.** Quantification of cell number 4 days after the indicated siRNA transfection of MRC5 cells. Mean  $\pm$  SEM of n=3 independent experiments. One-way ANOVA. Tukey’s multiple comparisons test. **F.** Quantification of SA- $\beta$ -gal-positive cells 4 days after the indicated siRNA transfection of MRC5 cells. Mean  $\pm$  SEM of n=3 independent experiments. One-way ANOVA. Tukey’s multiple comparisons test. **G.** RT-qPCR of *ELN* gene 4 days after siRNA transfection of MRC5 cells and 1 mM NAC treatment where

indicated. Mean +/- SEM of n=4 independent experiments. One-way ANOVA. Tukey's multiple comparisons test.

**Supplementary Figure 4.**

RT-qPCR of *ELN* gene 4 days after siRNA transfection of MRC5 cells and DFO treatment where indicated. Mean +/- SEM of n=4 independent experiments. One-way ANOVA.

**Supplementary Figure 5.**

**A.** RT-qPCR of *ELN* and *PHF8* genes 4 days after transfection of MRC5 cells with siCTRL, siELN and/or siPHF8. Mean +/- SEM of n=3 independent experiments. One-way ANOVA. Tukey's multiple comparisons test. **B.** Pie chart of PH8 ChIP-seq data in MRC5 in siCTRL and siELN conditions. **C.** Promoters average plot generated from PHF8 ChIP-seq data in siCTRL- or siELN-transfected MRC5. **D.** Venn diagram showing the number of genes shared between genes bound by PHF8 and upregulated by ELN knockdown 1 day after siRNA transfection and genes of the CellAge signature. Fisher's exact test P value is indicated for CellAge signature enrichment.

# Suppl. Fig. 1

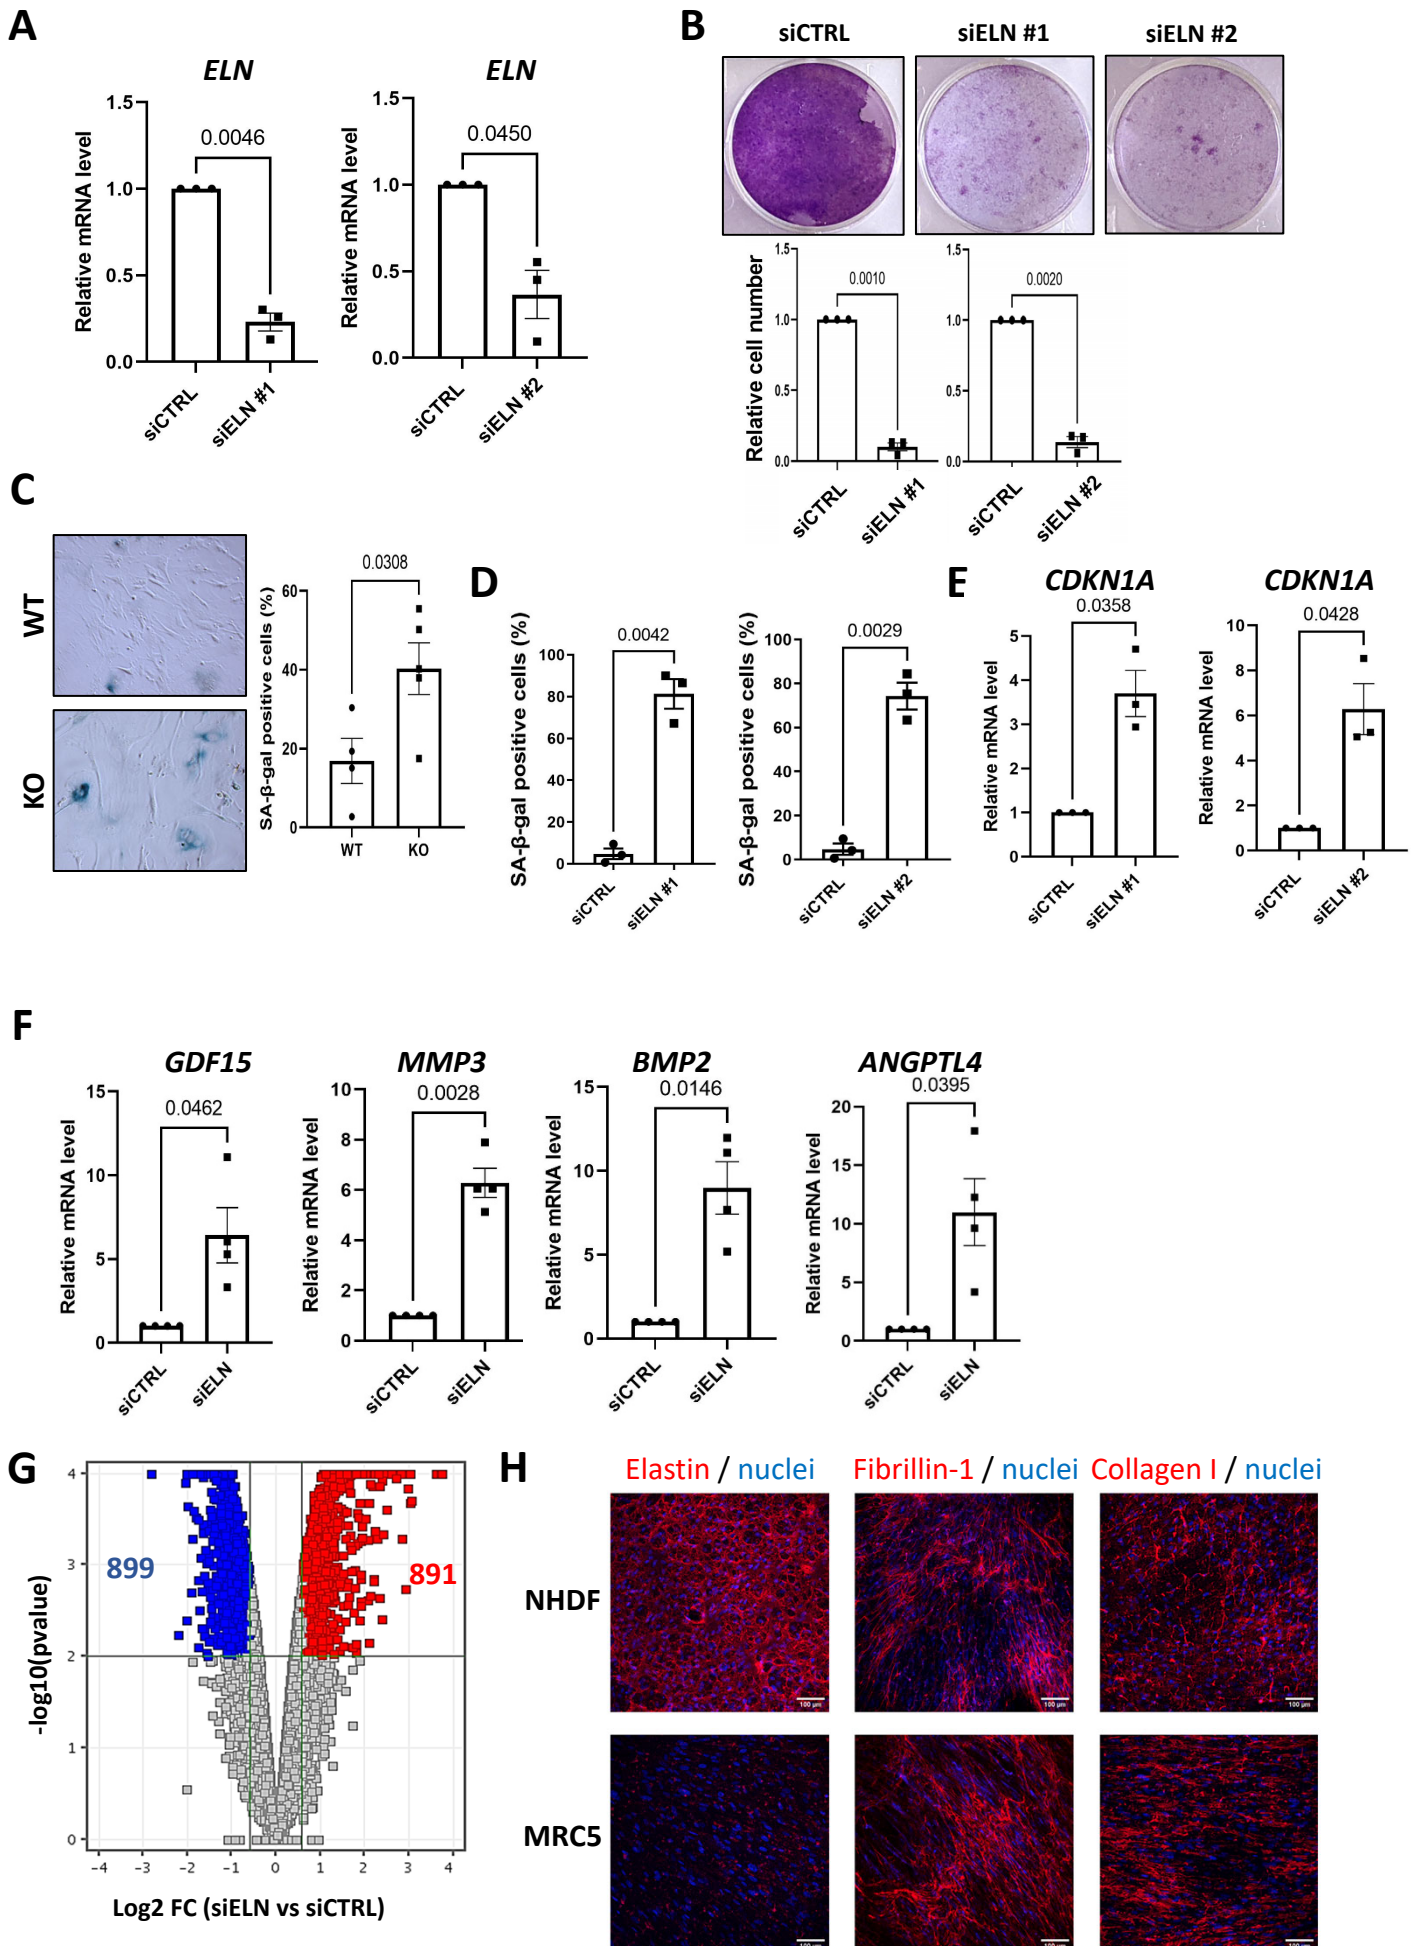

Suppl. Fig. 2

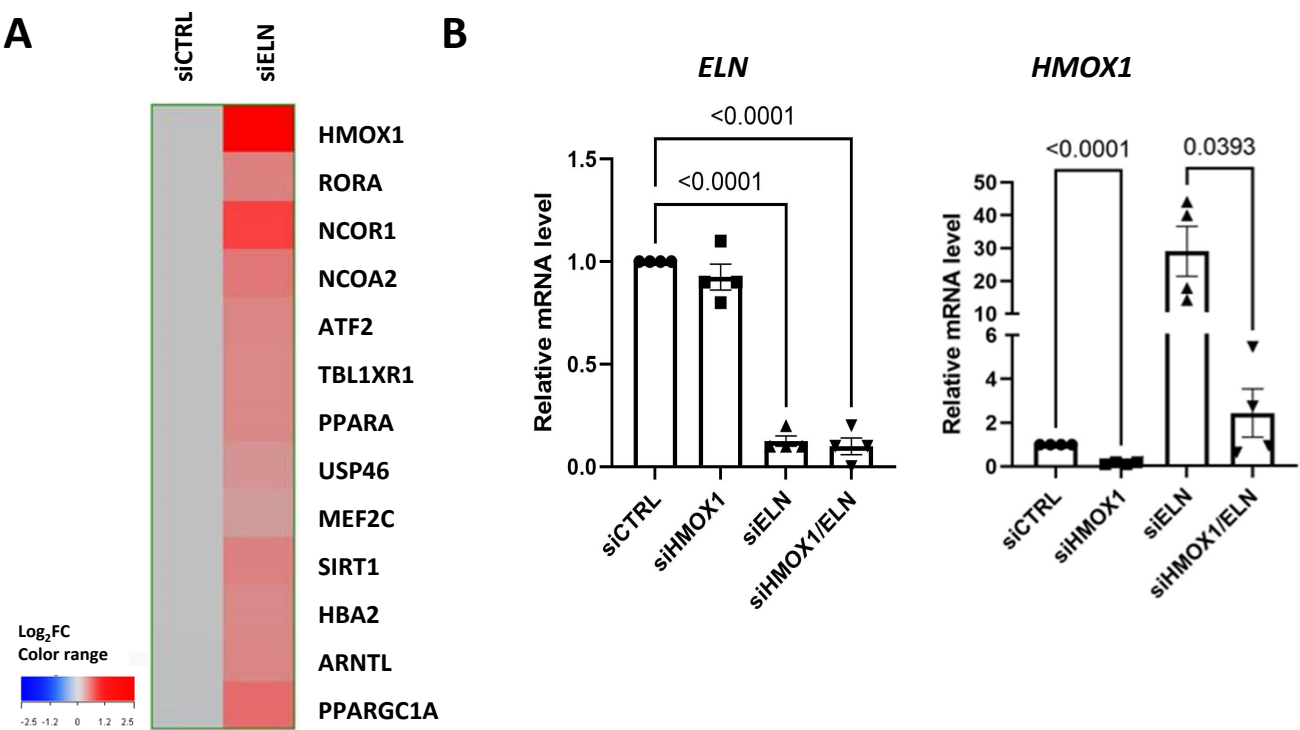

Suppl. Fig. 3

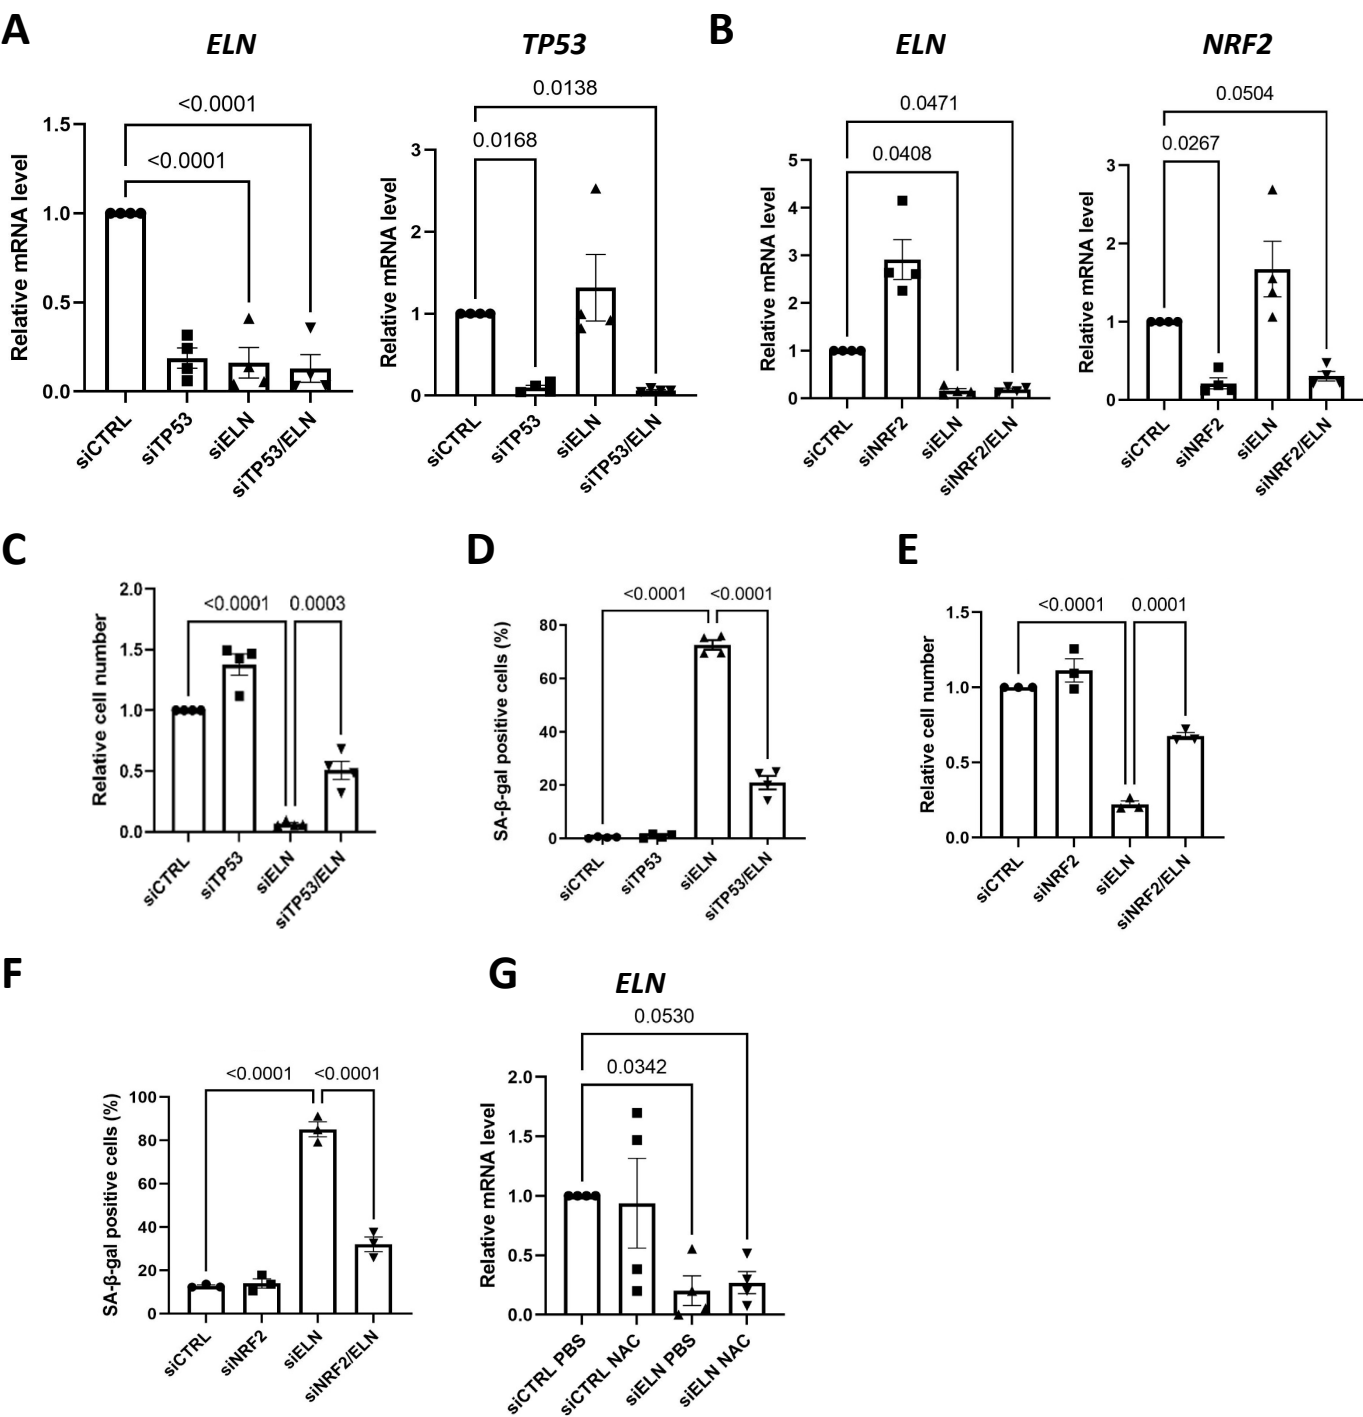

**Suppl. Fig. 4**

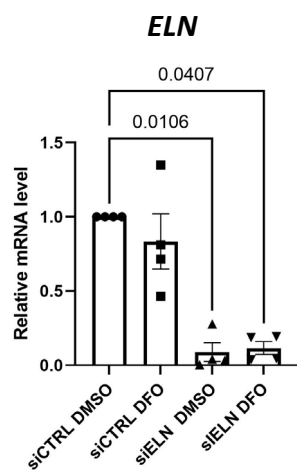

Suppl. Fig. 5

A

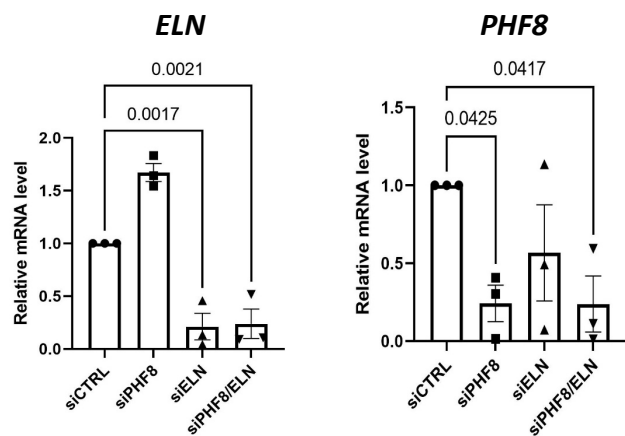

B

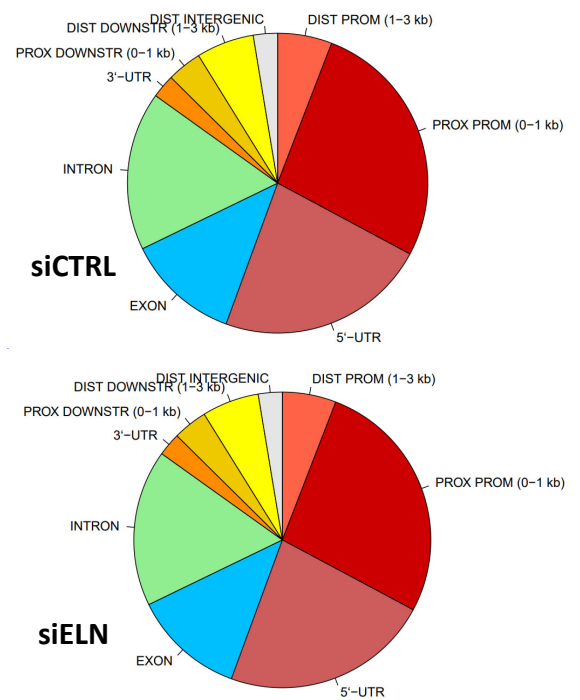

C

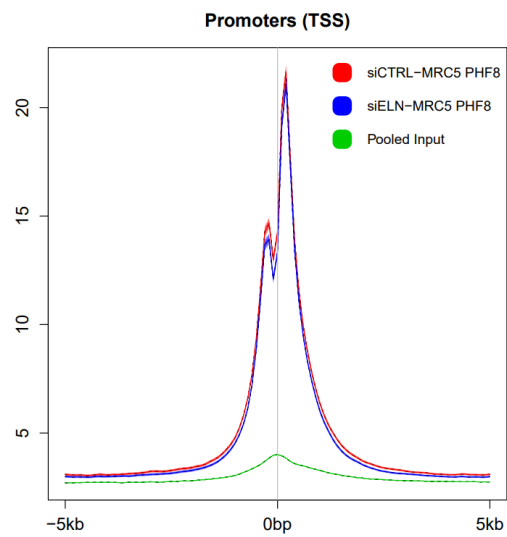

D

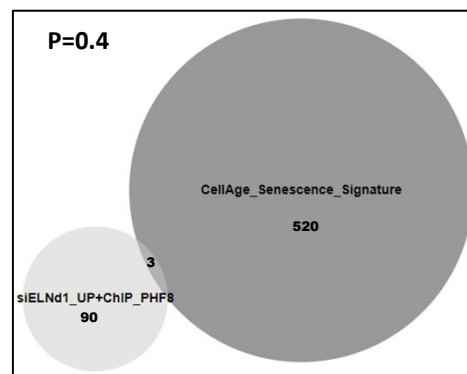

# Suppl. Table 1

**Suppl. Table 1.** List of genes bound by PHF8 and upregulated at different times after *ELN* knockdown.

## Suppl. Table 2

| Targeted gene     | Catalog number | Sequence            |
|-------------------|----------------|---------------------|
| ELN Individual #1 | J-009306-07    | CCGCUAAGGCAGCCAAGUA |
| ELN Individual #2 | J-009306-08    | CCGCCAAGGCUGCCAAGUA |

**Suppl. Table 2.** List of individual siRNA sequences used for siRNA transfection.

## Suppl. Table 3

| HUMAN   | Forward                 | Reverse                   |
|---------|-------------------------|---------------------------|
| ELN     | GTGCTGGTGTTCTGGACTT     | GCCAGGGCTCCAGGTACT        |
| TP53    | AGGCCTTGGAACCTAAGGAT    | CCCTTTTGGACTTCAGGTG       |
| HMOX1   | GGCAGAGGGTGATAGAAGA     | AGCTCCTGCAACTCCTCAAA      |
| HPRT1   | TGACCTTGATTATTTTGCATACC | CGAGCAAGACGTTCACTCT       |
| GAPDH   | AGCCACATCGCTCAGACAC     | GCCCAATACGACCAATCC        |
| CDKN1A  | TCACTGTCTGTACCCTGTGC    | GGCGTTTGGAGTGGTAGAAAT     |
| BMP2    | CGGACTGCGGTCTCCTAA      | GGAAGCAGCAACGCTAGAAG      |
| ANGPTL4 | GACAAGAACTGCGCCAAGA     | GCCGTTGAGGTTGGAATG        |
| GDF15   | CCGGATACTCAGCCAGA       | AGAGATACGCAGGTGCAGGT      |
| MMP3    | GCAGTTTGCTCAGCCTATCC    | TTTCTCCTAACAACTGTTTCACATC |
| PHF8    | CTCGCCATCATTCACTGT      | GGTCACATCAATCACATCAATC    |
| NRF2    | AGACGGTATGCAACAGGACA    | TTGTCAACTTCTGTCACTTTGGC   |
| MURINE  | Forward                 | Reverse                   |
| ElN     | GCTGCTGCTAAGGCTGCTAA    | AGCACCTGGGAGCCTAACTC      |
| Hmox1   | ACATGGCCTTCTGGTATGG     | CTCGTGGAGACGCTTTACATAG    |
| Gapdh   | CCTGCTTCACCACCTTCTTG    | TGTCCGTCGTGGATCTGAC       |
| Cdkn1a  | TGAGCTGCGCCAGCTGAGGTGTG | AACATCTCAGGGCCGAAA        |
| Tbp     | GGGGAGCTGTGATGTGAAGT    | CCAGGAAATAATTCTGGCTCA     |

**Suppl. Table 3.** List of human and murine primer sequences used for RT-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

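RNA of MRC5 fibroblasts was measured on 9 Agilent single-color human arrays, 3 labelled siCTRL and collected 4 days after transfection, 3 labelled siELN day 1 and 3 labelled siELN day 4. The paper describes 3 independent biological replicates, 1 RNA per array. No siCTRL array labelled as day 1 was among those used here. Each of 3 slides carried 1 array of each group, the replicate number gives the slide, and each group held the same position on every slide.

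The authors deposited the scanner output of each array, with signal intensities that Agilent's Feature Extraction software had subtracted for background, detrended and floored, and that were not yet scaled between arrays. The paper names version 10.5.1.1 of this software, the sample labels 10.7.3.1 and the headers of the deposited files 11.5.1.1. The authors also deposited log2 values, which the paper describes as scaled to each array's 75th percentile and set relative to the control samples in GeneSpring GX 12.6. These hold 25454 probes, kept by a filter that the paper's text does not describe, and the median of the siCTRL arrays is 0 for each probe without a missing value.

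From the scanner output, control spots and spots that the software marked as outliers (174 to 251 per array) were left out, and no spot was saturated. The remaining spots of 34127 probes were averaged per probe on the log2 scale after each array's 75th percentile was subtracted. Probes were named through their transcript identifiers and the RefSeq table, which named 27349 probes of 20763 genes and left 6778 probes without a name. Of a gene's probes, the one with the highest mean over all arrays was used, which mattered for 5371 genes with more than 1 probe. Genes were tested when their probe was well above background on all 3 arrays of at least 1 group, 14570 genes in all, of which 58 had a missing value. No genome coordinates are given, since the build of the arrays' annotation differs from that of the reference.

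The comparisons were siELN day 1 against siCTRL, siELN day 4 against siCTRL and siELN day 4 against siELN day 1, all from 1 fit with limma 3.58.1 in R 4.3.3 in which the 3 groups share their spread. Genes were called at an adjusted p under 0.05 (Benjamini-Hochberg), and counts are also given at the thresholds of the paper's methods, a moderated p under 0.01 and a fold change of at least 1.5. Some genes were well above background on no array of the dimmer group. Their values under the array's lowest signal well above background were raised to that signal, and the resulting fold change is given. It is not a strict lower bound, since a probe's own limit can lie higher and the spread between replicates is left out.

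The MSigDB sets of the study were not available, so 35 gene lists were written from general knowledge before the data were examined, as were the alternatives and the rule for naming genes. The lists described hold SASP, oxidative stress response, DNA repair, E2F target, S phase, G2/M, NRF2 target, ARE pathway, heme signaling, heme synthesis and degradation, iron uptake and storage, V-ATPase, iron uptake and transport, lysosomal, type I interferon, collagen and matrix, elastic fiber, ATF4 and unfolded protein response, heat shock, metallothionein, cholesterol synthesis, immediate early, myofibroblast, YAP target, hypoxia, cytosolic ribosomal protein, zinc finger, replication-dependent histone and mitochondrial complex I genes, and markers of epithelial, endothelial, leukocyte, smooth muscle and fibroblast cells. They were tested with limma's camera with a preset correlation of 0.01, adjusted over the 35 lists, with an estimated correlation as an alternative. Named genes were those the paper names for these cells, the 10 largest increases and 10 largest decreases at each time among genes past the threshold, changed the same way on all slides and bright in the higher group, and up to 4 members with the largest change of each list described. Genes with symbols of the LOC, orf or accession type and probes without a name were not ranked among the largest changes. The heme signaling list holds 12 of the 13 genes of Suppl. Fig. 2A, seen in the paper before the list was written. The results of 1 gene and of 1 of the 35 lists are not reported here.

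Whether arrays with the same number deviate together was checked by the correlation of their deviations from the group means. It was 0.28 to 0.55 for siCTRL and siELN day 1, where all 3 pairs lay over 0.1, -0.0067 to 0.67 for siCTRL and siELN day 4, where 2 of 3 pairs did, and -0.026 to 0.45 for siELN day 1 and siELN day 4, where 2 of 3 did. The numbers are those of the slides in the file headers. As each slide holds every group, a block for the slide changes the error of a fold change and, without missing values, not the fold change.

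The steps were tested on simulated data with 14512 genes and the spread of these arrays. At day 1, 25.4%, 79.1% and 95.5% of genes changed by 0.5, 1 and 2 on the log2 scale were called, with 15 false calls among 148. At day 4 the shares were 22.4%, 76.1% and 97.0%, with 7 false calls among 137. Far more genes were called in the arrays, 4932 at day 1 and 2957 at day 4. As recovery under Benjamini-Hochberg adjustment depends on how many genes change, the simulated shares do not carry over to the arrays. Of 20 simulated lists of 40 genes, 1 was shifted by 0.4 and was called at each time. Of the unshifted lists, 1 was called at day 1 and 0 at day 4. With an estimated correlation the shifted list was called at each time and 0 others. The simulated genes were drawn independently of each other and without differences between slides. The simulated lists therefore cannot show how the list test behaves where members are correlated.

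Alternatives were quantile normalization, scaling to the array median, normexp background correction, no filter on dim probes, a filter for probes well above background on all 9 arrays, the mean of a gene's probes, every probe as a feature, the authors' log2 values, a fit of only the groups compared, limma's trended and robust moderation, the slide as a block, leaving out each array in turn, pre-ranked GSEA with fgsea 1.28.0, limma's fry, and the lists without HMOX1 or without E2F target genes. The PHF8 ChIP-seq data and the CellAge list were not analysed. The available copy of Suppl. Table 1 holds 92 genes for day 1, and its genes were described and not tested as a set, since the study chose them on these samples.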

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

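The explanations tested here for ELN and for the numbers of changed genes were chosen only after the results were seen, while the fit with the slide as a block and the counts over other splits of the arrays were set before the results.

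ELN was not lower in the arrays labelled siELN, with log2 fold changes of 0.0049 at day 1 and 0.32 at day 4. The tables argue against a brighter probe at the floor of the array, since its signal in the siCTRL arrays was 9.57-fold above the lowest signal well above background. For the second probe this was 3.66-fold. They argue against an exchange of the siCTRL and siELN labels with a difference of at least 1 on the log2 scale only if the probes read the silenced transcript. The highest upper bound of the 95% intervals at the 2 times was 0.59 for the brighter ELN probe and 0.75 for the second. Exchanging 1 siCTRL and 1 siELN array does not account for it either, since undoing such an exchange gives another split of the arrays, and other splits gave at most 223 genes at the thresholds of the methods, against 2787 at day 1 and 1670 at day 4 as labelled. Probes that read a transcript which the siRNA pool leaves in place cannot be told apart from an ELN that did not fall, since the lowest log2 fold change over both probes and times was -0.15 and the sequences of the pool were not given. A wrong label without a partner in the other group and a difference from the cultures of the paper's RT-qPCR (Fig. 1A) were not tested. HMOX1 was 7.14 to 7.53 on the siELN day 1 arrays and 2.24 to 2.89 on the siCTRL arrays, which also differ in the time since transfection. At day 4 HMOX1 and CDKN1A were higher, but each call was lost when certain single arrays were left out. These values do not settle the labels.

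More genes were called at day 1 (4932) than at day 4 (2957), each against the same siCTRL arrays. Each slide held 1 array of every group, so a difference shared by the arrays of a slide cancels in both comparisons. With the slide as a block the number at day 1 was still 1.29 times that at day 4, with 6977 and 5403 genes. This count is a weak test, since the block hardly changes the fold changes and both comparisons share their spread. The time since transfection stays open, as no siCTRL array used here is labelled as day 1, and so does the position on the slide, as each group held 1 position throughout. Neither can be told apart from an effect of the siRNA pool against ELN, the biological explanation that the design gives. The spread within groups was similar, with a median SD of 0.158 in the siCTRL arrays, 0.169 at day 1 and 0.148 at day 4.

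Genes that the paper names differed between the times when the difference was tested with limma in the arrays labelled siELN, day 4 against day 1, on 3 arrays each. HMOX1 was lower at day 4 by a log2 difference of -3.98 (adjusted p = 5.29e-06), MMP3 by -2.77 (adjusted p = 8.01e-04), ANGPTL4 by -1.41 (adjusted p = 0.00105) and MEF2C by -1.03 (adjusted p = 1.87e-04). CDKN1A was higher at day 4, with 2.05 (adjusted p = 7.78e-04).

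Gene groups that the paper does not discuss also passed limma's camera, none of them with an estimated correlation. At day 1, of 8 metallothionein genes, 7 were higher, 0 were lower and 1 did not pass, with a median log2 fold change of 1.09 (adjusted p = 1.91e-05, and adjusted p = 0.306 with an estimated correlation) and MT1X at 1.33. At day 4, 6 were higher, 0 were lower and 2 did not pass, with a median of 0.80 (adjusted p = 5.42e-05, and adjusted p = 0.219 with an estimated correlation). Of 24 cholesterol synthesis genes at day 1, 0 were higher, 14 were lower and 10 did not pass, with a median of -0.45 (adjusted p = 7.49e-06, and adjusted p = 0.306 with an estimated correlation), -0.77, -0.39 and -0.34 within the slides, and TM7SF2 at -1.73. Of 15 immediate early genes at day 1, 8 were higher, 0 were lower and 7 did not pass, with a median of 0.68 (adjusted p = 7.49e-06, and adjusted p = 0.306 with an estimated correlation) and NR4A1 at 1.81. Of 48 lysosomal genes at day 4, 21 were higher, 1 was lower and 26 did not pass, with a median of 0.40 (adjusted p = 1.19e-07, and adjusted p = 0.0705 with an estimated correlation). Of 65 replication-dependent histone genes at day 4, 2 were higher, 36 were lower and 27 did not pass, with a median of -0.66 (adjusted p = 1.35e-16, and adjusted p = 0.239 with an estimated correlation). No biological explanation was tested for these groups.

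Splits of 6 arrays into 3 and 3 number 10 and are too few for a share under 0.05. The real split gave 4932 genes at an adjusted p under 0.05 at day 1, 2957 at day 4 and 5421 between the times, and the highest other split gave 0 in each case. At the thresholds of the methods, the real split gave 2787 genes at day 1 and 1670 at day 4, and the highest other splits 130 and 223, or 9 and 8 among the splits that part the arrays of every slide as the real one does. In each of these 5 counts 1 split, the real one, gave as large a result. The real split gave 13 lists at day 1 and 13 at day 4, and the highest other splits 11 and 13, with 3 of 10 splits at day 4 as large, the real one included. Every other split mixes the groups and keeps part of their difference. These gene and list counts therefore do not show what the tests call where groups do not differ.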

How the results depend on the processing

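The alternative of normexp with outlying local backgrounds replaced was chosen after seeing the data, and the others were set before. Of 81 gene results past the threshold that are named in the text, all kept their direction and call with the authors' log2 values, with limma's trended and robust moderation, with a fit of only the groups compared and with the slide as a block. With quantile normalization 81 did, with array median scaling 80, with the mean of a gene's probes 79, without a filter on dim probes 74 and with normexp and outlying local backgrounds replaced 69. Of 486 such results with 1 array left out, 458 kept their call. Of 26 list results past the threshold, 26 kept their call with quantile normalization, 25 with array median scaling, 25 with pre-ranked GSEA, 22 with fry and 0 with an estimated correlation. Signal over background limits the genes that can be read. Where the dimmer group was well above background on no array, fold changes are given against the lowest signal well above background.

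With the slide as a replicate block, 2959 genes were higher and 2444 lower at day 4, 3434 and 3543 at day 1, and 4107 and 3530 for day 4 against day 1. The block brought past the threshold HBA2, HPRT1 and RB1 and the V-ATPase and mitochondrial complex I lists at day 1, and HPRT1, MMP3, RB1 and RORA at day 4. No other reported call changed with block. Scaling to the array median shifted the median log2 difference of all genes by -0.14 between day 4 and day 1, the largest shift of any scaling, and gave 3697 genes lower at day 4 than at day 1.

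Planned normexp background correction ended most calls of single genes. At an adjusted p under 0.05 from limma it left 3 genes higher and 0 lower at day 1, 0 and 0 at day 4 and 1 and 1 between the times, with 107 and 58 at day 1 and 68 and 48 at day 4 at the thresholds of the methods. Of the genes bound by PHF8, 1 was higher at day 1 and 0 at day 4. Local backgrounds over 10 times the array's median, on 13 spots of siCTRL replicate 2 and 21 of siELN day 1 replicate 2, entered this correction, as did 3 of siCTRL replicate 1 and 4 of siELN day 4 replicate 3, and its values for siCTRL replicate 2 and siELN day 1 replicate 2 had correlations of 0.696 and 0.776 with the main values, against 0.911 to 0.959 for the others. With these backgrounds replaced, 2434 genes were higher and 1995 lower at day 1, 1392 and 1331 at day 4, and at the thresholds of the methods 891 were lower at day 1 and 462 higher and 564 lower at day 4.

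At day 4, no filter on dim probes gave 864 higher and 869 lower genes. HMOX1 at day 4 no longer passed without that filter (0.91) or with normexp (1.31). The heme signaling list at day 1 no longer passed with probes well above background on all 9 arrays (0.13), with normexp and outlying local backgrounds replaced (0.14) or without HMOX1 (0.13). The oxidative stress list at day 4 passed with normexp (0.46), quantile normalization (0.085), no filter (0.097), normexp and outlying local backgrounds replaced (0.088), pre-ranked GSEA and fry (both 0.10), and the iron handling list at day 4 with fry (0.18). With an estimated correlation the medians stay as they are and no list passed, among them at day 1 NRF2 targets (0.55), ARE pathway (0.26) and heme signaling (0.14), and at day 4 SASP (0.20), DNA repair (-0.32), E2F targets (-0.90), V-ATPase (0.36) and iron uptake (0.24). The tests with and without an estimated correlation use the same fit and lists. When it estimates the correlation, limma's camera also takes fewer degrees of freedom, so the lost calls cannot be laid to the correlation alone. Apart from normexp, the cause of these changes was not tested.

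The direction reversed for these results, given as the log2 fold change of a gene or the median of a list. With normexp, at day 1 ELN -0.15, PHF8 -0.16, CDKN2A 0.14, GAPDH 0.15, NCOR1 0.19, HBA2 -0.24, oxidative stress 0.098, elastic fiber genes other than ELN 0.039, myofibroblast genes 0.13, cytosolic ribosomal protein genes 0.18, zinc finger genes named ZNF -0.045, mitochondrial complex I subunit genes 0.030, leukocyte marker genes -0.19, fibroblast marker genes 0.093; at day 4 ELN -0.47, PHF8 -0.58, RB1 0.18, ST6GALNAC2 -0.88, KRTAP4-9 -0.77, TYRP1 -0.53, SCG2 -0.23, GABRA2 -0.74, PZP -0.75, SLCO2A1 -0.45, CCL26 -0.051, PTGS2 -0.72, GPX3 -0.077, ATP6V0A4 -0.77, RORA -0.0039, NCOR1 0.36, NCOA2 -0.89, ATF2 -0.50, TBL1XR1 0.0085, PPARA -0.45, USP46 -0.52, MEF2C -0.48, HBA2 -0.97, PPARGC1A -0.63, heme signaling -0.053, cholesterol synthesis genes 0.27, cytosolic ribosomal protein genes 0.46, zinc finger genes named ZNF -0.35, epithelial marker genes -0.33, leukocyte marker genes -0.74, smooth muscle and pericyte marker genes 0.25, fibroblast marker genes 0.14. With array median scaling, at day 1 CDKN2A 0.039, GAPDH 0.077, NCOR1 0.096, PPARGC1A 0.019, oxidative stress 0.062, DNA repair 0.038, type I interferon response genes 0.0082, myofibroblast genes 0.073, cytosolic ribosomal protein genes 0.082; at day 4 USP46 -0.023, HBA2 -0.020, heme synthesis, transport and degradation genes -0.025, heat shock genes -0.0051. With quantile normalization, at day 1 PPARGC1A 0.019; at day 4 USP46 -0.024, HBA2 -0.034, heme synthesis, transport and degradation genes -0.015. Without a filter on dim probes, at day 1 endothelial marker genes 0.037, leukocyte marker genes -0.029; at day 4 endothelial marker genes 0.12. With the mean of a gene's probes, at day 1 ELN -0.072, PHF8 -0.14, NCOR1 0.0015, PPARGC1A 0.23; at day 4 NCOR1 0.018, PPARGC1A -0.0090, heme synthesis, transport and degradation genes -0.0015. With normexp and outlying local backgrounds replaced, at day 1 NCOA2 0.068, PPARGC1A 0.10, epithelial marker genes 0.029, endothelial marker genes 0.054; at day 4 USP46 -0.017, HBA2 -0.0087, heme synthesis, transport and degradation genes -0.0086. The cause was not tested.

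With each array left out in turn, the results that changed direction or, for the main results, their call ranged as follows, at day 1 NCOR1 -0.12 to 0.079, oxidative stress -0.041 to 0.027, ELN -0.079 to 0.094, ATF4 and unfolded protein response genes -0.031 to 0.13, myofibroblast genes -0.17 to 0.070, leukocyte marker genes -0.055 to 0.13, PHF8 -0.081 to 0.17, GAPDH -0.12 to 0.11, heme signaling 0.12 to 0.18, cytosolic ribosomal protein genes -0.054 to 0.013, PPARGC1A -0.16 to 0.052, type I interferon response genes -0.23 to 0.015, DNA repair -0.071 to 0.017; at day 4 oxidative stress 0.091 to 0.14, smooth muscle and pericyte marker genes -0.13 to 0.013, HMOX1 0.67 to 1.12, USP46 -0.049 to 0.067, ATF4 and unfolded protein response genes -0.078 to 0.081, PHF8 -0.080 to 0.17, SIRT1 -0.37 to 0.12, heme synthesis, transport and degradation genes -0.015 to 0.065, endothelial marker genes -0.19 to 0.21, HBA2 -0.11 to 0.13, NRF2 target -0.0037 to 0.19, fibroblast marker genes -0.17 to 0.020, GAPDH -0.014 to 0.22, NCOR1 -0.24 to 0.046, heat shock genes -0.0077 to 0.094. The counts at an adjusted p under 0.05 ranged over genes higher day 4 622 to 1441; genes lower day 4 679 to 1293; genes lower in siELN day 4 than siELN day 1 1560 to 2338, lowest without siELN day 4 replicate 2. The array whose omission moved each count over 1.5 times was siELN day 4 replicate 2 for all 3 counts, siCTRL replicate 1 for both day 4 counts (1011 higher and 922 lower) and siCTRL replicate 2 for the genes higher at day 4 (979). Each group keeps at least 2 arrays. The filter on all 9 arrays gives no value for genes and lists dim in a group, and every probe as a feature gives counts only.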

Differences from the paper's values

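At the thresholds of the paper's methods, 2787 genes were called at day 1, while the paper's count is 721. None of the 17 alternatives set before the data were examined that give this count came within 1.5 times of the paper's, with 165 genes under normexp background correction and 2493 to 3893 under the others. The paper's volcano plot prints about 180 higher and about 540 lower genes at day 1 (Fig. 2A, read by eye), against 1239 and 1548 here. No alternative set before the data were examined closed either difference, with 107 higher and 58 lower genes under normexp background correction and 1121 to 1646 higher and 1233 to 2269 lower under the others. The arrays used here as controls for day 1 are labelled as day 4, which may not be the control samples of the paper's plot, so the groups compared may differ. The authors' deposited day 1 values argue against other controls for those values. They follow the scanner values minus these siCTRL arrays, with correlations of 0.985 to 0.987. A fit of the deposited values gave 2783 genes. It compares the same arrays, where any baseline cancels, so this count cannot tell which controls were used. Which controls the plot used is not settled by this. With normexp and outlying local backgrounds replaced, chosen after seeing the data, 897 genes were higher and 891 lower, which closes neither difference.

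HMOX1 had a log2 fold change of 4.89 at day 1, while the paper's volcano plot shows about 2.9 (Fig. 2A, read by eye) on an axis labelled log2. No alternative set before the data were examined that gives this value closed the difference, with 4.77 to 5.10 under all but normexp background correction and 4.98 under that one. The siCTRL arrays used here are labelled as day 4 and may not be the controls of the plot. The authors' deposited log2 values, fitted on these same arrays, also gave 4.89. A baseline cancels in that fit, so it cannot tell which controls the plot used.

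Of the genes that the paper lists as bound by PHF8 and upregulated at day 1, 93 by the paper's count, 31 were higher here at the thresholds of the methods, from a copy of the table with 92 genes. No alternative set before the data were examined closed the difference, with 2 genes under normexp background correction and 26 to 36 under the others. Here too the siCTRL arrays are of day 4 and may not be the controls that the paper used. The authors' deposited log2 values, fitted on these same arrays, gave 32 genes. A baseline cancels in that fit too, so this count cannot tell which controls the paper used.

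The paper reports lower ELN by RT-qPCR at day 4 with the siRNA pool (Fig. 1A) and with individual siRNAs (Suppl. Fig. 1A). It also reports ELN knockdown at day 2 (Suppl. Figs. 3A and B). No ELN RT-qPCR at day 1 is described, so the day 1 array value has no counterpart there. By the brighter probe, the arrays labelled siELN showed no lower ELN, with log2 fold changes of 0.0049 at day 1 and 0.32 at day 4. HMOX1, higher by the paper's RT-qPCR at day 1 (Fig. 2C), was higher here at day 1, and CDKN1A, higher by RT-qPCR at day 4, was higher here at day 4 (1.38).

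The paper names HMOX1 as the gene with the largest increase at day 1. Here MMP10, NMRAL2P and KCNJ15 had larger log2 fold changes, but they were well above background on 1, 2 and 0 of 3 siCTRL arrays. With low siCTRL values raised to each array's lowest signal well above background, KCNJ15 was 8.07-fold higher, under the 29.6-fold of HMOX1. No order of these genes is therefore established against the paper's. The siCTRL arrays compared are labelled as day 4.

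The paper reports NRF2 pathway activation at day 1 (Fig. 3B), and here, of 42 NRF2 target genes, 25 were higher, 2 were lower and 15 did not pass, with a median of 0.55 (adjusted p = 5.43e-08, and adjusted p = 0.306 with an estimated correlation).

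The paper reports a higher signature of response to oxidative stress at day 4 (Fig. 1I). Here the list, which is not the paper's gene set, did not pass limma's camera (median 0.10, adjusted p = 0.0509). It passed with pre-ranked GSEA, the kind of test that the paper used, and with fry (both with the main median). It also passed with quantile normalization (0.085), no filter on dim probes (0.097) and normexp background correction (0.46). The same held when siCTRL replicate 1, siCTRL replicate 2 or siELN day 4 replicate 2 was left out. All these settings were set before the data were examined. The list also passed with normexp and outlying local backgrounds replaced (0.088), chosen after seeing the data. The SASP list passed as higher and the DNA repair and E2F target lists as lower, the directions of the paper, but with an estimated correlation none of them passed (adjusted p = 0.196, 0.121 and 0.121).

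The paper reports enrichment of iron ion transport and response to iron at day 4 (Fig. 4A). Here the iron uptake, storage and export genes without the V-ATPase did not pass (median 0.18, adjusted p = 0.214), except with fry (adjusted p = 0.0138), which does not compare the list with other genes, while the iron uptake and transport list and the V-ATPase list passed, but not with an estimated correlation (adjusted p = 0.0705 and 0.0705).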

Other observations

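The E2F target and G2/M lists passed limma's camera in the arrays labelled siELN day 1, and the S phase list did not (adjusted p = 0.107), but neither of the lists that passed did so with an estimated correlation (adjusted p = 0.713 for both), and these calls change with the settings. Of 100 E2F target genes, 8 were higher, 29 were lower and 63 did not pass at day 1, with a median log2 fold change of -0.16 (adjusted p = 0.0297, and adjusted p = 0.713 with an estimated correlation), and of 54 G2/M genes 1 was higher, 11 were lower and 42 did not pass, with a median of -0.17 (adjusted p = 0.0297, and adjusted p = 0.713 with an estimated correlation). On slide 1 the medians were -0.025 and 0.036, and neither list passed limma's fry (adjusted p = 0.175 and 0.172). Neither list passed with normexp (-0.059 and -0.065), without siELN day 1 replicate 2 (-0.10 and -0.14) or without siELN day 1 replicate 3 (-0.16 and -0.14). The S phase list passed with quantile normalization (adjusted p = 0.0488), without siELN day 1 replicate 1 (adjusted p = 0.0240) and with normexp and outlying local backgrounds replaced (adjusted p = 0.0189). At day 4 the median was -0.87 (adjusted p = 5.83e-26, and adjusted p = 0.121 with an estimated correlation) for S phase genes and -1.03 (adjusted p = 1.03e-27, and adjusted p = 0.121 with an estimated correlation) for G2/M genes. Of 95 SASP genes at day 1, 35 were higher, 11 were lower and 49 did not pass, with a median of 0.16 (adjusted p = 0.00404, and adjusted p = 0.306 with an estimated correlation) and a mean of 0.53. Of 17 heat shock genes at day 1, 4 were higher, 0 were lower and 13 did not pass, with a median of 0.27 (adjusted p = 0.0280, and adjusted p = 0.306 with an estimated correlation). At day 4 their median was 0.038 (adjusted p = 0.982), and the list passed with normexp (0.40). Between the times it was -0.19 (adjusted p = 0.0290, and adjusted p = 0.336 with an estimated correlation).

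Of 33 type I interferon response genes at day 4, 0 were higher, 9 were lower and 24 did not pass, with a median of -0.40 (adjusted p = 0.00578, and adjusted p = 0.293 with an estimated correlation), which did not pass with fry (adjusted p = 0.0533), while at day 1 the median was -0.092 (adjusted p = 0.590). Of 20 hypoxia response genes at day 4, 4 were higher, 0 were lower and 16 did not pass, with a median of 0.21 (adjusted p = 0.0181, and adjusted p = 0.121 with an estimated correlation), and the list did not pass with pre-ranked GSEA (adjusted p = 0.104). At day 1 they had a median of 0.15 (adjusted p = 0.539). Zinc finger genes had a median of 0.090 (adjusted p = 0.0297, and adjusted p = 0.476 with an estimated correlation) at day 1, which did not pass without siELN day 1 replicate 2 (0.088), and replication-dependent histone genes one of -0.17 (adjusted p = 0.0456, and adjusted p = 0.713 with an estimated correlation), which did not pass with array median scaling (-0.071), normexp (-0.063) or fry (adjusted p = 0.199), or without siCTRL replicate 1 (-0.073), siELN day 1 replicate 2 (-0.11) or siELN day 1 replicate 3 (-0.12).

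Lists that did not pass at day 1 had these median log2 fold changes, oxidative stress response genes -0.037 (adjusted p = 0.460), DNA repair genes -0.062 (adjusted p = 0.420), S phase genes -0.13 (adjusted p = 0.107), genes of heme synthesis and degradation 0.087, iron uptake and storage genes 0.21 (adjusted p = 0.199), V-ATPase genes 0.28 (adjusted p = 0.0671), iron uptake and transport genes 0.23 (adjusted p = 0.121), lysosomal genes 0.14 (adjusted p = 0.121), collagen and matrix genes 0.10 (adjusted p = 0.196), elastic fiber genes other than ELN -0.16 (adjusted p = 0.350), ATF4 and unfolded protein response genes 0.030 (adjusted p = 0.395), myofibroblast genes -0.026 (adjusted p = 0.819), YAP target genes -0.23 (adjusted p = 0.0902), cytosolic ribosomal protein genes -0.018 (adjusted p = 0.699) and mitochondrial complex I genes -0.17 (adjusted p = 0.121). The mean of the oxidative stress response genes was 0.15, opposite in sign to the median. Many of these lists passed with other settings. The V-ATPase genes did with 8 alternatives (adjusted p = 6.34e-04 to 0.0495): the slide as a block, no filter on dim probes, probes well above background on all 9 arrays, the mean of a gene's probes, normexp, normexp and outlying local backgrounds replaced, fry, and without siELN day 1 replicate 1. The mitochondrial complex I genes did with 3, the block, quantile normalization and normexp and outlying local backgrounds replaced (adjusted p = 0.0100 to 0.0488), and the YAP target genes with 3, no filter, normexp and outlying local backgrounds replaced, and fry (adjusted p = 0.00239 to 0.0420). Normexp also brought in the heme synthesis, iron uptake and transport, lysosomal and collagen lists (adjusted p = 0.00273 to 0.0304), pre-ranked GSEA the oxidative stress and ATF4 lists (adjusted p = 0.0247 to 0.0309), and fry the oxidative stress, heme synthesis, both iron, lysosomal, elastic fiber and hypoxia lists and the endothelial, smooth muscle and fibroblast markers (adjusted p = 8.51e-04 to 0.0274). Markers of other cell types had medians of epithelial markers -0.19 (adjusted p = 0.557), endothelial markers -0.19 (adjusted p = 0.877), leukocyte markers 0.067 (adjusted p = 0.558), smooth muscle and pericyte markers -0.21 (adjusted p = 0.308) and fibroblast markers -0.14 (adjusted p = 0.212). The means of the epithelial and endothelial markers, 0.0077 and 0.086, were opposite in sign to their medians.

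At day 4 the medians of the lists that did not pass and are not given at a statement of the paper were NRF2 target genes 0.13 (adjusted p = 0.350), ARE pathway genes 0.11 (adjusted p = 0.633), collagen and matrix genes 0.21 (adjusted p = 0.154), elastic fiber genes other than ELN 0.22 (adjusted p = 0.262), ATF4 and unfolded protein response genes 0.050 (adjusted p = 0.808), cholesterol synthesis genes -0.052 (adjusted p = 0.347), immediate early genes 0.17 (adjusted p = 0.609), myofibroblast genes 0.27 (adjusted p = 0.0509), YAP target genes 0.072 (adjusted p = 0.546), cytosolic ribosomal protein genes -0.035 (adjusted p = 0.126), zinc finger genes 0.045 (adjusted p = 0.919) and mitochondrial complex I genes 0.075 (adjusted p = 0.249). Cell type markers had medians of epithelial markers 0.21 (adjusted p = 0.347), endothelial markers -0.010 (adjusted p = 0.894), leukocyte markers 0.18 (adjusted p = 0.350), smooth muscle and pericyte markers -0.055 (adjusted p = 0.984) and fibroblast markers -0.076 (adjusted p = 0.347), with means of 0.20 for the endothelial and 0.056 for the smooth muscle markers, opposite in sign to their medians. The myofibroblast genes passed with 11 alternatives (adjusted p = 3.69e-05 to 0.0488), and the collagen genes (adjusted p = 6.10e-04 to 0.0454) and ribosomal protein genes (adjusted p = 0.00530 to 0.0489) with 4 and 4. Normexp also brought in the NRF2, ATF4, YAP, elastic fiber and complex I lists (adjusted p = 3.84e-08 to 0.0244), and fry the YAP and elastic fiber lists and the epithelial markers (adjusted p = 0.0130 to 0.0371). Between the times, day 4 against day 1 in the arrays labelled siELN, 2968 genes were higher and 2453 lower at an adjusted p under 0.05, the NRF2 target genes had a median of -0.50 (adjusted p = 1.57e-06) and the E2F target genes one of -0.67 (adjusted p = 2.69e-19), and with an estimated correlation neither passed (adjusted p = 0.336 for both).

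Day 1 and day 4 shared 633 genes that were higher at both times and 608 that were lower at both, where independent lists would share 259.9 and 239.9. Unchanged groups simulated against the same controls share 0, but only 0.1 genes at day 1 and 0.1 at day 4 are called in them on average, so that this 0 is no measure of the sharing among called genes. Another 69 genes were higher at day 1 and lower at day 4, and 191 lower and then higher, where independent lists would share 229.3 and 271.9. Across genes, which are not independent replicates, the log2 fold changes at the 2 times had a correlation of 0.38 (0.50 in 20 simulations of unchanged groups) and a covariance of 0.097 (0.014 in the simulations, a difference of 0.083), and 60.9% had the same direction (66.6% in the simulations). The 3 siCTRL arrays cannot be split into parts of at least 2, and part of the shared calls may come from these arrays, the omission of which gave 1011 (replicate 1) or 979 (replicate 2) genes higher at day 4.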
